# NAD^+^ controls circadian rhythmicity during cardiac aging

**DOI:** 10.1038/s42003-026-09818-1

**Published:** 2026-03-11

**Authors:** Bryce J. Carpenter, Margaux Lecacheur, Yannick N. Mangold, Kai Cui, Stefan Günther, Marit W. Vermunt, Pieterjan Dierickx

**Keywords:** Cardiovascular diseases, Metabolism

## Abstract

Disruption of the circadian clock as well as reduced NAD^+^ levels are both hallmarks of aging. While circadian rhythms and NAD^+^ metabolism have been linked in heart disease, their relationship during cardiac aging is less clear. Here, we show that aging leads to disruption of diurnal gene expression in the heart. Long-term supplementation with the NAD^+^ precursor nicotinamide riboside (NR) boosts NAD^+^ levels, reprograms the diurnal transcriptome, and reverses naturally occurring cardiac enlargement in aged female mice. In addition, drastic reduction of NAD^+^ levels in cardiomyocytes impairs PER2::luc oscillations, which is rescued by NR supplementation. Finally, we demonstrate that changes to the cardiac transcriptome due to NR treatment partially depend on the activity of SIRT1. These findings reveal an essential role for NAD^+^ in regulation of the cardiac circadian clock upon aging, which opens up new avenues to counteract age-related cardiac disorders.

## Abstract (web summary)

Aging experiments in female mice show that cardiac NAD+ decreases with age, leading to changes in rhythmicity of transcription that is partially restored by NAD+ precursor supplementation.

## Introduction

The circadian clock is an endogenous time-keeping system that allows for the anticipation of rhythmic stimuli such as light/dark and feeding/fasting cycles and is observed in nearly all mammals^1^. The underlying molecular machinery consists of a transcriptional/translational feedback loop including transcription factors such as BMAL1, CLOCK, REV-ERBα/β, and PER2. The clock drives rhythmic mRNA expression of tissue-specific genes both in vivo and in vitro. These oscillations can persist in the absence of external cues but are responsive to changes in the environment, such as light, nutrients and food. In the heart specifically, around 6% of the transcriptome is rhythmically expressed^2^, and many clock output genes are implicated in metabolic pathways. Indeed, circadian clocks are tightly linked to metabolic homeostasis, which is best illustrated by genetic disruption of the clock leading to obesity, metabolic syndrome, and cardiovascular defects in rodents^3,4^. In humans, environmental clock disruption (via, for example, shift-work or jet-travel) is also correlated with higher risk for metabolic and cardiovascular disorders^3,5^.

Age is one of the greatest risk factors for both likelihood and severity of heart disease, pairing with common pathological parameters such as hypertrophy, reduced cardiac output, and increased oxidative stress^6^. As a highly metabolically active organ, the heart is susceptible to alterations in fuel selection as well as processing, and incidence of diabetes and obesity increases with age^7^. Aging has also been linked to dampening of clock gene expression and circadian processes^8–10^, which further associates it with deregulated metabolism and heart disorders^11,12^. Indeed, whole body knockout (KO) of *Bmal1* in mice leads to premature aging^13^ and we and others have previously shown that KO of both *Rev-erbs* in the heart (cardiomyocyte-specific *Rev-erbα/β* double KO (CM-RevDKO)) induces metabolic dysregulation and dilated cardiomyopathy, leading to early lethality^4,14–16^. NAD^+^, a prominent cofactor and substrate used by hundreds of enzymes^17^, has been shown to fall under circadian control in the heart^4,18^, and also decreases with age across many species and tissues^11–16^. Generally, alterations in NAD^+^ levels are largely mediated by either redox status or enzymes that consume NAD^+^, such as sirtuins, poly ADP-ribose polymerases (PARPs) and CD38^19^. In addition, NAD^+^ feeds back into the clock via modulating activity of SIRT1, an NAD^+^-dependent deacetylase working in tandem with the BMAL1:CLOCK dimer that forms the positive arm of the core clock loop^20–22^. This includes regulation of *Nampt* expression^4,20,23^, which encodes for the major rate-limiting enzyme in the salvage pathway converting nicotinamide (NAM) into NAD^+^. This conversion is critical to cardiac NAD^+^ levels as the heart is incapable of de novo synthesis^24^. Alternatively, cardiac NAD^+^ can be generated from nicotinamide riboside (NR) by NMRK2, which is upregulated in human and murine heart failure^25^. Often, NAMPT is also decreased in such pathological conditions^24^. A mechanistic study in HEK293 cells has additionally shown that NAD^+^/SIRT1 is capable of modulating the acetylation status and stability of PER2. Simultaneously, the authors demonstrate that mouse hepatic PER2 levels increase with age but lose transcriptional rhythmicity, in line with lowered BMAL1 chromatin occupancy^22^. Therefore, these results suggest that diminished NAD^+^ due to age may reduce activity of SIRT1, stabilizing PER2 to increase repression of BMAL1, thus dampening oscillations during liver aging. Since high amplitude oscillations are linked to health^26^, increasing the amplitude of the core clock and its output might be a viable strategy to reverse aging.

Boosting NAD^+^ levels via supplementation with NAD^+^ precursors has proven beneficial in a number of age-associated diseases including murine heart failure models^15,27–30^. However, whether and how NAD^+^ boosting affects circadian rhythmicity in the heart is not known. In this study, we examine whether increasing NAD^+^ levels can improve clock function in the heart with age. By using orally-supplemented NR in aging female mice, a treatment strategy we have previously shown to improve cardiac function in disease^15^, we identified that transcriptional oscillations of cardiac clock output genes normally affected during aging can be reprogrammed. Concomitantly, NR supplementation reduced age-related heart enlargement and cardiac stress parameters. We verify in vitro that manipulation of NAD^+^, either by boosting through NR treatment or by loss through pharmacological inhibition of NAMPT, is able to severely impact PER2::luc oscillations in neonatal cardiomyocytes. These results reveal that NAD^+^ plays an essential role in regulating the diurnal cardiac transcriptome. Lastly, treating a cardiomyocyte cell line with a NAMPT inhibitor, NR, and a SIRT1 inhibitor, we show that part of the transcriptional response to NR is SIRT1-dependent. Together, these data reveal a link between NAD^+^ metabolism, the circadian clock, and cardiac health during aging, that could be harnessed to ameliorate cardiac defects in aged individuals.

## Results

### Aging alters the diurnal cardiac transcriptome

Aging has been reported to affect circadian gene expression in different tissues^8–10^. To test its effect on diurnal gene expression in the heart, we harvested hearts from young (8 weeks) and old (1 year) female mice at *Zeitgeber* (ZT)22 (night) and ZT10 (day), two timepoints at which the core clock factors *Bmal1* and *Clock* are highly and lowly expressed, respectively, as determined by cardiac qRT-PCR on an independent full circadian female young cohort (Fig. 1A and Supplementary Fig. 1A). 

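Hearts of 18 female mice were sequenced, 1 library per mouse and 3 mice for each of 6 groups. Young mice, old mice drinking water without NR (old H2O) and old mice given NR (old NR) were each taken at ZT10 and at ZT22. Stranded mRNA libraries were read from a single end. The authors aligned the trimmed reads to the mm10 mouse genome, removed duplicates as well as multi-mapping, ribosomal and mitochondrial reads, and deposited the counts of reads over the exons of each gene, without normalization. Young hearts had between 4595775 and 5450024 counts at ZT10 (median 5122703) and between 4538090 and 6068397 counts at ZT22 (median 5402311). Old H2O hearts had between 4935128 and 5905919 counts at ZT10 (median 4987058) and between 3922137 and 7562215 counts at ZT22 (median 6122256). The counts of the 18 hearts were fitted together with edgeR's quasi-likelihood method after TMM normalization. Of the 20764 genes listed, the 15443 with an average count over 5 were tested, which is the minimum the paper applies, and a gene was called at an adjusted p-value under 0.05 (Benjamini-Hochberg). A log2 fold change between the times is positive where expression was higher at ZT10. With 3 hearts per group, a two-sided exact permutation test of a single gene cannot go below p = 0.1, so the calls rest on edgeR's model, which shares the estimate of spread between genes. Gene positions are those of GRCm38 in the GENCODE M21 annotation, matched by Ensembl identifier.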

We assessed gene expression via bulk mRNA-seq and observed 1,231 diurnally expressed genes in young mice and 302 in old ones (Fig.1B and Supplementary Data 02, adjusted* p* < 0.05). Of those, 142 genes oscillated in both, while 1089 and 160 were uniquely diurnal in young and old mice respectively (Fig. 1B, C). This shows that, in line with other organs^10^, fewer genes oscillate in the hearts of older animals. 

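In young hearts, 2219 genes were called between ZT10 and ZT22, 1050 of them higher at ZT10 and 1169 lower, with a median absolute log2 fold change of 0.44. In old H2O hearts, 649 genes were called, 241 higher at ZT10 and 408 lower, with a median absolute log2 fold change of 0.48. Per3 (ENSMUSG00000028957, chromosome 4, 151003652 to 151044665) had a normalized count of 1255 ± 64.7 (SD, n = 3) at ZT10 and 138.9 ± 17.2 (SD, n = 3) at ZT22 in young hearts, a log2 fold change of 3.18 (standard error 0.09, adjusted p = 3.71e-16 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In old H2O hearts it had 846.9 ± 26.7 (SD, n = 3) and 271.9 ± 0.854 (SD, n = 3), a log2 fold change of 1.63 (standard error 0.08, adjusted p = 2.11e-11 from the same edgeR test). Spon2 (ENSMUSG00000037379, chromosome 5, 33198184 to 33218455) went the other way, with a log2 fold change of -3.69 (standard error 0.34, adjusted p = 1.32e-07, edgeR) in young hearts and -1.96 (standard error 0.32, adjusted p = 0.000852, edgeR) in old H2O hearts. Among the alternatives to these settings, DESeq2 run on only the 6 hearts compared moved the counts most, to 1221 genes in young and 293 in old H2O hearts. Leaving out 1 heart at a time gave between 1484 and 2108 genes in young hearts and between 349 and 746 in old H2O hearts, with 349 without replicate 3 at ZT10, 363 without replicate 1 at ZT10 and 396 without replicate 2 at ZT22.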

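At the same threshold, 278 genes were called at both ages, 1941 in young hearts only and 371 in old H2O hearts only. Because passing the threshold at 1 age and missing it at the other does not test a difference, the age by time interaction was tested as well, and it was called for 1064 genes. It was called for 719 of the 1941 genes of young hearts only (37%), for 138 of the 371 genes of old H2O hearts only (37.2%) and for 69 of the 278 shared genes (24.8%). The young-only genes had a median absolute log2 fold change of 0.42 in young hearts and, in the same direction, of 0.02 in old H2O hearts, where 54.3% had the same sign and 243 had that sign with an unadjusted p-value under 0.05. For the old-only genes the medians were 0.46 in old H2O and 0.04 in young hearts, with 57.1% of the same sign. For the shared genes they were 0.57 in young and 0.47 in old H2O hearts, with 86% of the same sign. Of the genes the paper lists behind Fig. 1C, 973 of the 1089 young-specific, 135 of the 142 shared and 125 of the 160 old-specific genes fell into the same class here. Without young replicate 2 at ZT22, 1239 genes were called in young hearts only.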

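Of the 1064 genes with an age by time interaction, 926 were called between the times at 1 or both ages. The interaction was positive, with a more positive change in old hearts, for 483 genes and negative for 581. Pla2g4e (ENSMUSG00000050211, chromosome 2, 120166412 to 120245335) had a normalized count of 225.5 ± 16.4 at ZT10 and 73.21 ± 24.5 at ZT22 in young hearts, against 136.9 ± 13.7 and 177.9 ± 10.4 in old H2O hearts (SD, n = 3 each), an interaction of -2.04 on the log2 scale (standard error 0.24, adjusted p = 2.31e-05, edgeR). Cngb3 (ENSMUSG00000056494, chromosome 4, 19280850 to 19510623) had 146.5 ± 20.8 and 75.22 ± 16.1 in young hearts, against 71.94 ± 16.7 and 138.6 ± 8.96 in old H2O hearts (SD, n = 3 each), an interaction of -1.94 (standard error 0.29, adjusted p = 0.000414, edgeR). Nr4a3 and Atf3 had interactions of 2.60 and 2.38, and each lost its call in 9 of the 12 fits that left out 1 heart. Between the ages at a fixed time, 906 genes were called at ZT10 (455 higher in old H2O hearts) and 2183 at ZT22 (1230 higher). Leaving out 1 heart lowered the count at ZT10 to between 478 and 614, and that at ZT22 to between 1321 and 2007.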

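The genes that the paper lists under each of 6 KEGG pathways were looked up in the tests, and enrichment itself was not analysed here. These lists hold genes that the study picked from these hearts for their class, so the share called in that class is not independent evidence. All 18 genes listed under ECM-receptor interaction were called in young hearts and 0 in old H2O hearts, where 4 had an unadjusted p-value under 0.05. Their median absolute log2 fold change was 0.56 in young and 0.12 in old H2O hearts, and 10 of the 18 had an age by time interaction in edgeR's test. Of the 28 focal adhesion genes, 27 were called in young and 0 in old H2O hearts (5 at an unadjusted p-value under 0.05), and 11 had the interaction. Of the 39 PI3K-Akt signaling genes, 38 were called in young and 2 in old H2O hearts, and 18 had the interaction. Among the genes listed for old hearts, all 18 under pathways in cancer were called in old H2O hearts and 4 in young hearts, and 5 had the interaction. All 9 Ras signaling genes were called in old H2O hearts and 1 in young hearts, with 4 interactions. All 10 MAPK signaling genes were called in old H2O hearts and 0 in young hearts (2 at an unadjusted p-value under 0.05), with 3 interactions.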

Young-specific diurnal genes were enriched for pathways such as ECM-receptor interaction, focal adhesion, and PI3K-Akt signaling, while oscillators unique to old hearts were enriched for cancer, Ras signaling, and MAPK signaling pathways (Fig. 1D). 

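The paper lists 11 genes under the KEGG term Circadian rhythm among those diurnal at both ages. All 11 were called between ZT10 and ZT22 in young hearts and in old H2O hearts. The study picked these genes from the same hearts for being diurnal at both ages, so this count is not independent evidence. Their median absolute log2 fold change was 1.51 in young and 1.16 in old H2O hearts, and 7 of them were higher at ZT10 at either age. The age by time interaction was called for 5 of the 11 by edgeR's test.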

Genes that displayed diurnal expression in both young and old hearts were enriched for the Circadian Rhythm pathway only (Fig. 1D). Indeed, gene expression of major factors in both the positive and negative arms of the core clock cycle, such as *Clock* and *Per2* respectively, were only mildly affected in aged animals (Fig. 1E). These results suggest that while the core clock does not lose rhythmicity, oscillations of clock-controlled genes are both reduced and rewired in the aging heart.

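The 18 core clock genes of Fig. 1E were all tested. Between ZT10 and ZT22, 16 were called in young hearts and 17 in old H2O hearts, or 17 and 18 when adjusted over the list alone. The study shows this list in a figure drawn from these hearts, so the second pair of counts is not independent evidence. All 16 genes called in young hearts changed in the same direction in old H2O hearts, 13 of them less, and the slope of the old on the young log2 fold changes across these genes was 0.61 (genes are not independent replicates). Clock (ENSMUSG00000029238, chromosome 5, 76209868 to 76304792) had a normalized count of 452.3 ± 17.5 (SD, n = 3) at ZT10 and 1151 ± 136 (SD, n = 3) at ZT22 in young hearts, a log2 fold change of -1.34 (standard error 0.10, adjusted p = 9.12e-09, edgeR). In old H2O hearts it had 691.7 ± 60.5 (SD, n = 3) and 1041 ± 75.8 (SD, n = 3), a log2 fold change of -0.60 (standard error 0.10, adjusted p = 0.000863, edgeR). Per2 (ENSMUSG00000055866, chromosome 1, 91415982 to 91459324) had 836.3 ± 23.9 (SD, n = 3) at ZT10 and 262 ± 80.3 (SD, n = 3) at ZT22 in young hearts, a log2 fold change of 1.66 (standard error 0.14, adjusted p = 3.49e-08, edgeR). In old H2O hearts its log2 fold change was 2.05 (standard error 0.15, adjusted p = 1e-08, edgeR), from 680.6 ± 67 (SD, n = 3) and 157.8 ± 39.5 (SD, n = 3).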

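In the young-only genes, the slope of the old H2O on the young log2 fold changes was 0.02, and in the shared genes it was 0.59. In the old-only genes, the slope of the young on the old H2O log2 fold changes was 0.01. These slopes are across genes sorted by the calls themselves, and genes are not independent replicates. From the retained oscillation of the core clock genes beside the lost and gained diurnal genes, the paper proposes that the core clock stays rhythmic in the aging heart while the genes under its control oscillate less and are rewired.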

**Fig. 1:**
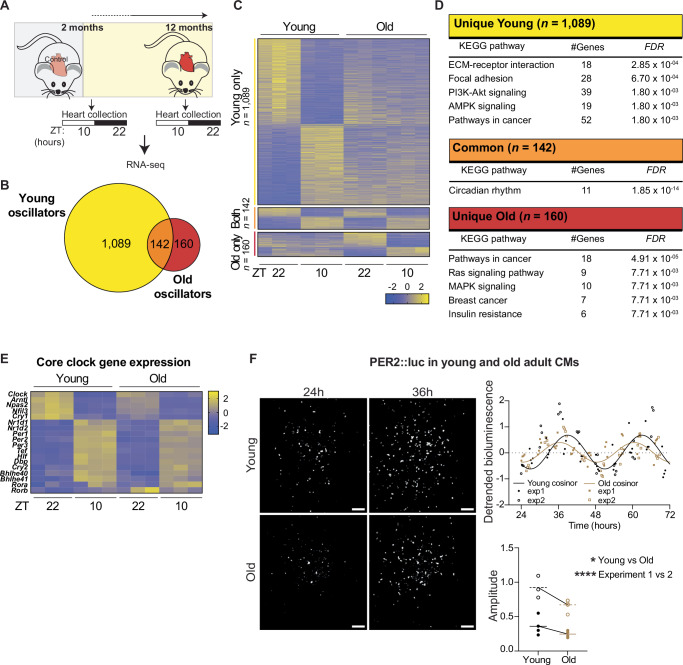
The cardiac diurnal clock is reprogrammed during aging. **A** Schematic representation of experimental setup in female mice (adapted from a public domain image available on clcker.com). **B** Venn diagram showing the overlap between oscillators in young (2 months) and old (1 year) female hearts (*n* = 3/condition, DESeq2 ZT10 vs ZT22, adjusted *p* < 0.05). **C** Heatmap depicting z-normalized expression levels for genes in (**B**). **D** KEGG pathway analysis on all DEGs from (**B**, **C**). The analysis was performed via the use of Enrichr^52^. **E** Heatmap depicting z-normalized expression levels for core clock genes in young (2 months) and old (1 year) female hearts. **F** Representative bioluminescent tracks from cardiomyocytes isolated from young and old female Per2::luc animals and their detrended quantification (*n* = 3 wells per age per experiment, data from two independent experiments separately demarcated). Circadian oscillations were analyzed using the COSINOR algorithm^53^ to determine amplitude of rhythmicity by well. Graphs plot individual wells, with lines representing cosinor curve fit to merged experiments or average calculated amplitude per age and experiment. *p < 0.05; ****p < 0.0001; by Two-way ANOVA.

Since the core clock did not change significantly at the transcriptional level, we wanted to test whether the observed differences of rhythmicity of clock output genes were regulated by alterations of the core clock at the protein level. Therefore, we used *Per2::luciferase* (PER2::luc) reporter mice^31^ and isolated cardiomyocytes (CMs) from young (3 months) and old (13 months) female mice. 

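The age by time interaction was called for 11 of the 18 core clock genes by edgeR's test, or for 13 when adjusted over the list alone. Bmal1, which the files list as Arntl (ENSMUSG00000055116, chromosome 7, 113207465 to 113314126), had a normalized count of 10.89 ± 2.90 (SD, n = 3) at ZT10 and 648 ± 74.6 (SD, n = 3) at ZT22 in young hearts, a log2 fold change of -5.86 (standard error 0.18). In old H2O hearts it had 42.15 ± 9.04 (SD, n = 3) and 376.3 ± 44.9 (SD, n = 3), a log2 fold change of -3.19 (standard error 0.14). Its interaction was 2.67 (standard error 0.30, adjusted p = 1.72e-05, edgeR) and lay between 2.49 and 2.92 when each of the 12 hearts was left out in turn. Dbp (ENSMUSG00000059824, chromosome 7, 45705088 to 45710203) had a log2 fold change of 4.66 in young and 3.26 in old H2O hearts, an interaction of -1.39 (standard error 0.23, adjusted p = 0.00103, edgeR). For Clock the interaction was 0.75 (standard error 0.14, adjusted p = 0.00285, edgeR). Per2 was not called for it, with 0.39 (standard error 0.21, adjusted p = 0.287, edgeR), but its interaction lay between 0.17 and 0.58 when each of the 12 hearts was left out in turn, and it was called without young replicate 1 at ZT22 (0.58, adjusted p = 0.0378, edgeR).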

Using an LV200 bioluminescence microscope that can track luciferase signal over multiple consecutive days, we noted that circadian oscillations of old PER2::luc CMs were reduced compared to young CMs in two independent experiments. (Fig. 1F and Supplementary Fig. 1B, C). This suggests that loss of rhythmicity at the protein/functional level of the core clock, rather than transcriptional level, reduces rhythmic clock output with age.

### Aging is associated with cardiac NAD^+^ decline and hypertrophy which can be reversed by nicotinamide riboside treatment

To investigate the potential link between NAD^+^ and reduced core clock function in the heart, we evaluated cardiac NAD^+^ levels during aging. NAD^+^ levels in old (15 months) female mice were lower compared to young (3 months) mice (Fig. 2A). mRNA levels of genes involved in biosynthesis and consumption of NAD^+^ were globally unaffected (Fig. 2B). 

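The 35 genes of Fig. 2B were looked up in the comparison of old H2O with young hearts, and 31 of them were expressed enough to be tested. NAD+ itself was measured in other mice, whose values are not analysed here. At ZT10, 2 of the 31 genes were called, Cd38 and Nmrk2, or 3 with Nnmt when adjusted over the list alone. At ZT22, 5 were called either way, Cd38, Naprt, Nmnat3, Nt5c1a and Nudt13. The study shows the list in a figure drawn from these hearts, so the counts adjusted over it are not independent evidence. The median log2 fold change over the 31 genes was -0.01 at ZT10 and 0.09 at ZT22. Nmrk2 (ENSMUSG00000004939, chromosome 10, 81198170 to 81202051), an NR kinase, had a normalized count of 109.5 ± 1.48 (SD, n = 3) in old H2O and 184.7 ± 4.92 (SD, n = 3) in young hearts at ZT10, a log2 fold change of -0.77 (standard error 0.16, adjusted p = 0.00643, edgeR). At ZT22 it changed by -0.10 (adjusted p = 0.726, edgeR), and the interaction of age with time was -0.67 (adjusted p = 0.073, edgeR). Nt5c1a (ENSMUSG00000054958, chromosome 4, 123201504 to 123216275) had 210.2 ± 42.4 (SD, n = 3) in old H2O and 133.7 ± 16.9 (SD, n = 3) in young hearts at ZT22, a log2 fold change of 0.63 (standard error 0.14, adjusted p = 0.00395, edgeR). Its change at ZT10 was 0.40 (adjusted p = 0.0946, edgeR), with an interaction of -0.23 (adjusted p = 0.551, edgeR). The change at ZT10 was called by edgeR on only the groups compared (adjusted p = 0.0366) and with library size as a covariate (adjusted p = 0.0406). It was also called in 1 of the 6 fits without 1 heart (0.54, adjusted p = 0.0462, edgeR). DESeq2 on only the groups compared did not call it (adjusted p = 0.169). Cd38 (ENSMUSG00000029084, chromosome 5, 43868553 to 43912375), which consumes NAD+, fell by 0.39 on the log2 scale at ZT10 and by 0.31 at ZT22, and lost its call in 4 of the 6 fits without 1 heart at ZT10 and in 5 of 6 at ZT22. At ZT22, Naprt also lost its call in 4 of the 6 fits and Nudt13 in 3, while Nmnat3 and Nt5c1a kept theirs in all 6. DESeq2 run on only the groups compared moved the list most, to 2 genes called at either time.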

We noted that isolated CMs from old females were significantly larger than CMs from young females (Fig. 2C, Supplementary Fig. 2A), suggesting aging-induced hypertrophic growth. To test whether boosting NAD^+^ levels can improve diurnal gene expression in the heart, we supplemented the drinking water of 2-month-old female mice with nicotinamide riboside (NR) *ad libitum* for a period of 10 months and harvested animals at the age of 1 year (Fig. 2D). Female mice specifically were chosen due to prior evidence that the cardiac response to NR was most beneficial in females in a model of circadian disruption via KO of the circadian nuclear receptors *Rev-erbα* and *Rev-erbβ* in cardiomyocytes^15^. Upon NR supplementation in females, NAD^+^ levels in the liver were drastically increased (Supplementary Fig. 2B), whereas hearts only showed a modest trending increase (*p* = 0.0551, Fig. 2E). These findings are in line with previous results^4,32^ and could be due to high cardiac metabolic turnover^33^. Nonetheless, while body weight was unaltered (Fig. 2F), we observed that naturally occurring cardiac enlargement was completely abolished in NR-treated mice (Fig. 2G). In line with this, mRNA-sequencing revealed that the cardiac stress marker genes *Anp* and *Bnp* were significantly reduced in older mice given NR (Fig. 2H). 

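Anp and Bnp are listed in the files as Nppa (ENSMUSG00000041616, chromosome 4, 148000722 to 148002079) and Nppb (ENSMUSG00000029019, chromosome 4, 147985788 to 147987205). The normalized count of Nppa at ZT10 was 361.9 ± 54.7 (SD, n = 3) in old H2O and 194.3 ± 22.8 (SD, n = 3) in old NR hearts, a log2 fold change with NR of -0.90 (standard error 0.20, adjusted p = 0.0522, edgeR). At ZT22 it was 231.6 ± 66.3 (SD, n = 3) and 208.1 ± 30.8 (SD, n = 3), a log2 fold change of -0.14 (standard error 0.20, adjusted p = 0.906, edgeR), which was 0.10 without old H2O replicate 2. The difference between the times was not called (NR by time interaction -0.76, adjusted p = 0.33, edgeR). Over both times Nppa changed by -0.52 (standard error 0.14, adjusted p = 0.12, edgeR). Nppb had 522.8 ± 43.3 (SD, n = 3) in old H2O and 456.9 ± 53.6 (SD, n = 3) in old NR hearts at ZT10, and 494.9 ± 117 (SD, n = 3) and 345.4 ± 81.6 (SD, n = 3) at ZT22. Its log2 fold change was -0.19 (adjusted p = 0.763) at ZT10, -0.47 (adjusted p = 0.378) at ZT22 and -0.33 (standard error 0.14, adjusted p = 0.385) over both times by the same edgeR test. In two-sided exact permutation tests of the normalized counts, NR gave p = 0.1 for Nppa and p = 0.3 for Nppb at ZT10, and p = 0.6 and p = 0.2 at ZT22, where the smallest p that 3 hearts against 3 allow is 0.1. In an exact permutation test over both times, with the labels permuted within each time (two-sided, 400 arrangements, smallest p = 0.005), p was 0.03 for Nppa and 0.04 for Nppb. At ZT10 the counts of Nppb before normalization were 490, 503 and 463 in old H2O hearts and 500, 492 and 510 in old NR hearts. Nppb is among the genes with the most counts per base of exon, whose counts rose less than in proportion to library size (median slope 0.59). Its lower normalized count at ZT10 may therefore come from the deeper old NR libraries, so this test is not clear support for an effect of NR on Nppb. The Nppa call at ZT10 depended on the settings, since DESeq2 on all hearts gave an adjusted p of 0.01 for it and edgeR's test without the filter on low counts gave 0.0371. Markers of atrial tissue, where Nppa is abundant, were lower in the same old NR hearts at ZT10.

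**Figure D1:**
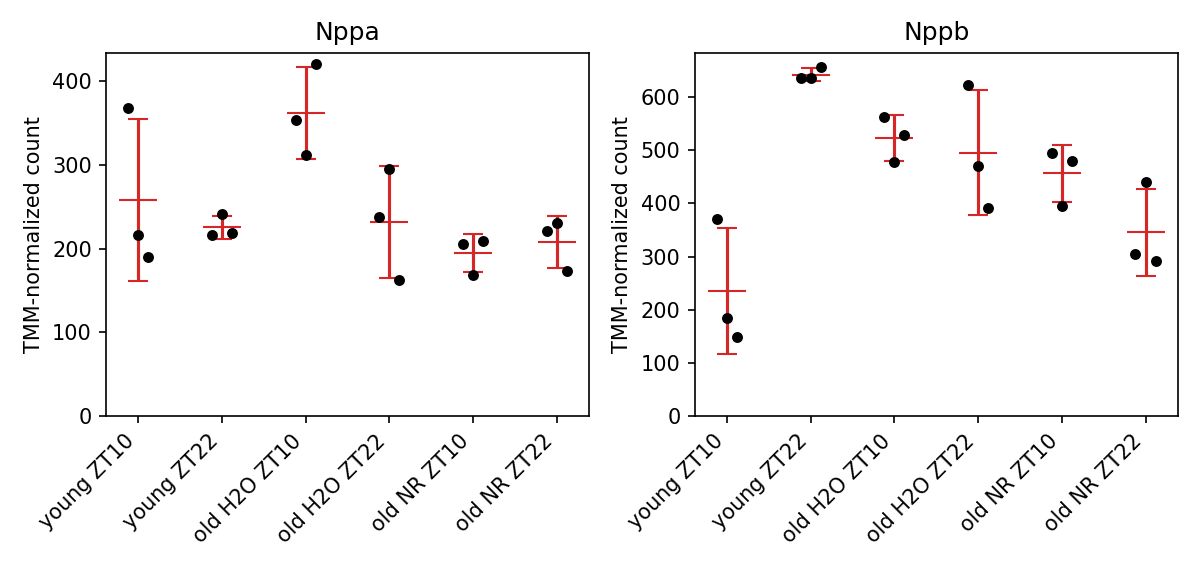
TMM-normalized counts (y axis) of Nppa and Nppb in the 6 groups of hearts (x axis), with 1 black dot per heart and red marks for the mean and SD of 3 hearts. For Nppa at ZT10 the old H2O mean is 361.9 and the old NR mean is 194.3.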

As low NAD^+^ levels in the heart have been associated with hyperacetylation of cardiac proteins^34^, we assessed protein acetylation in aged mice. We observed a higher global acetylation status in aged mouse hearts, but NR did not reverse this to a more young-like state (Supplementary Fig. 2C). In conclusion, our data show that NR supplementation reduces aging-induced hypertrophic growth and cardiac stress, thus revealing the therapeutic potential of NAD^+^ boosting during cardiac aging.

**Fig. 2:**
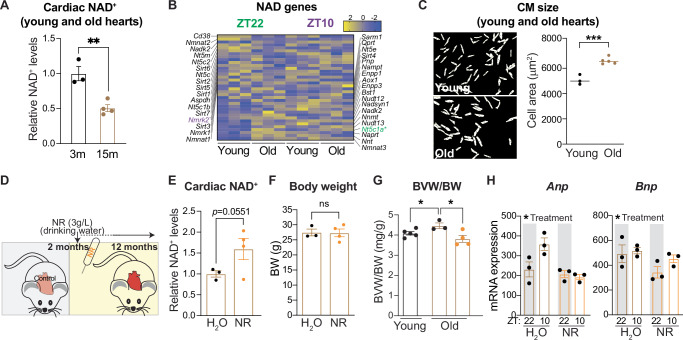
Cardiac NAD^+^ decreases with aging, with restoration by supplementation with nicotinamide riboside. **A** Cardiac NAD^+^ levels from young (3 months(m)) and old (15 months(m)) female mouse hearts (*n* = 3 for young, *n* = 4 for old) at ZT22. **B** Heatmap depicting z-normalized expression levels for NAD-related genes in young (2 months) and old (1 year) female hearts at ZT22 and ZT10. Genes indicated in green and magenta text are differentially expressed at ZT22 and ZT10 respectively. **C** Cellular area from adult cardiomyocytes isolated from female young (3 months) and old (15 months) hearts (*n* = 3 young mice, *n* = 5 old mice). **D** Schematic representation (adapted from a public domain image available on clckr.com) of NAD^+^ boosting strategy in female mice with NR. **E** Cardiac NAD^+^ concentration and **F** body weight (BW) of female mice treated with NR versus H_2_O (control) for 10 months starting at an age of 2 months (*n* = 3 control, *n* = 4 NR-treated) at ZT10. **G** Biventricular heart to body weight (BVW/BW) ratio in young and old mice treated with NR versus H_2_O (control) (*n* = 5 young mice, *n* = 3 old mice, *n* = 4 old mice with NR). **H** *Anp* (*Nppa*) and *Bnp* (*Nppb*) mRNA expression (DESeq2 normalized counts) in hearts from NR vs control treated mice (*n* = 3/condition) at ZT10. ns non-significant; *p < 0.05; **p < 0.01; ***p < 0.001; by 2-tailed unpaired Student’s *t* test for (**A**), (**C**), (**F**), and (**G**): by 1-tailed unpaired Student**’**s *t* test for (**E**); by Two-way ANOVA for (**H**).

### Supplementation with nicotinamide riboside remodels the diurnal cardiac transcriptome

To investigate whether the clock was affected by NR treatment, we assessed gene expression at ZT22 (night) and ZT10 (day) in old (1 year) NR-treated mice and compared the old, NR treated condition to young and old untreated mice (Fig. 1C). 

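The old NR hearts had between 5619294 and 6578644 counts at ZT10 (median 5962458) and between 4364594 and 7321880 at ZT22 (median 7020472). They were made and counted like the other hearts and belong to the same fit, in which the old H2O hearts serve as the control for NR. NR was given in the drinking water at 3 g/l. In old NR hearts, 829 genes were called between ZT10 and ZT22, 364 higher at ZT10 and 465 lower, with a median absolute log2 fold change of 0.45. DESeq2 run on only the 6 hearts compared gave 446, and leaving out 1 heart at a time gave between 455, without replicate 3 at ZT10, and 875. Between old NR and old H2O hearts at a fixed time, 44 genes were called at ZT10 (18 higher with NR) and 54 at ZT22 (14 higher), and 52 for the mean effect over both times (7 higher). Fitting only the groups compared moved the counts at single times most, to 226 at ZT10 and 2 at ZT22. Without old NR replicate 2, the count at ZT22 was also 2, and another split of the 6 hearts at ZT22 gave 129 genes. At ZT10 the count was 0 without old H2O replicate 3, old NR replicate 1 or old NR replicate 3, where 1565 genes had an unadjusted p-value under 0.05 with all 6 hearts.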

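In old NR hearts, 16 of the 18 core clock genes in Fig. 3A were called between ZT10 and ZT22, or 17 when adjusted over the list alone, a list that the study shows in figures drawn from these hearts and that is not independent evidence. Across the 16 genes called in young hearts, the slope of the old NR log2 fold changes was 0.70 on those of young hearts and 1.12 on those of old H2O hearts, and 9 of the 16 changed more in old NR than in old H2O hearts. The NR by time interaction was called for Arntl alone among the 18, or for Arntl and Rora when adjusted over the list alone. Arntl, the gene of Bmal1, had a normalized count of 19.77 ± 6.48 (SD, n = 3) at ZT10 and 474.1 ± 24.8 (SD, n = 3) at ZT22 in old NR hearts, a log2 fold change of -4.55 (standard error 0.15). Its NR by time interaction was -1.36 (standard error 0.26, adjusted p = 0.0201, edgeR), between -1.61 and -1.15 when each of the 12 old hearts was left out in turn, and 3 of these 12 fits lost the call. Clock changed by -0.88 (standard error 0.10, adjusted p = 6.36e-06, edgeR) between the times in old NR hearts, with an NR by time interaction of -0.28 (adjusted p = 0.503, edgeR). Per2 changed by 2.08 (standard error 0.15, adjusted p = 3.19e-09, edgeR), with an NR by time interaction of 0.03 (adjusted p = 0.98, edgeR). Against old H2O hearts at ZT10, 0 of the 18 genes were called in edgeR's test over all genes (5 at an unadjusted p-value under 0.05), and 5 when adjusted over the list alone (Arntl, Bhlhe41, Clock, Cry1 and Rora). At ZT22, 0 of the 18 were called over all genes (6 at an unadjusted p-value under 0.05), and 0 over the list alone.

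**Figure D2:**
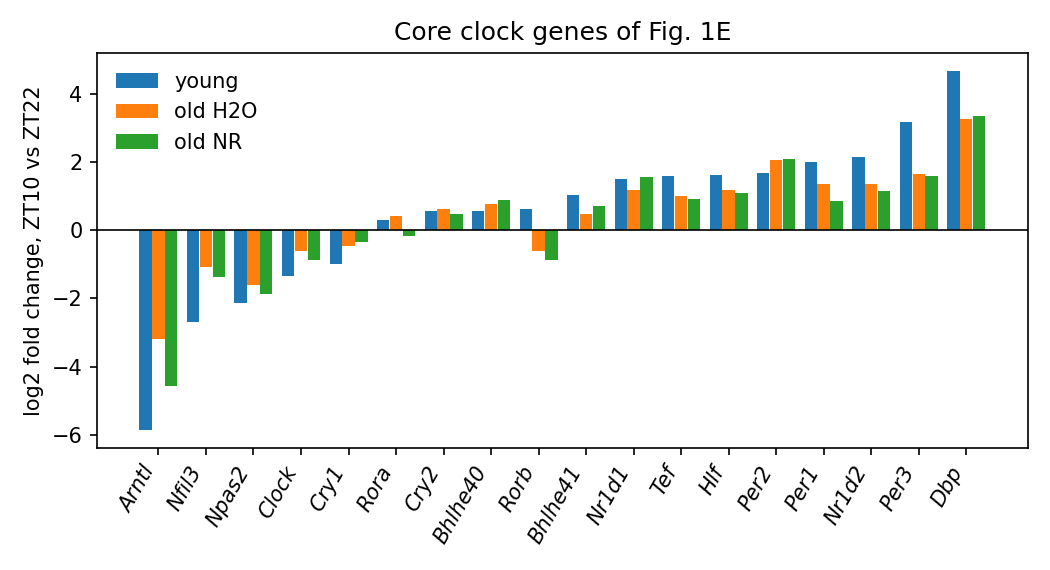
Log2 fold change between ZT10 and ZT22 (y axis) of the 18 core clock genes of Fig. 1E (x axis, ordered by the change in young hearts), with 1 bar each for young, old H2O and old NR hearts, from 3 hearts per time. Arntl runs from -5.86 in young through -3.19 in old H2O to -4.55 in old NR hearts.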

We did not observe major changes in core clock gene expression upon NR (Fig. 3A). From the genes that were rhythmic in both young and old mice (Fig. 1C, *n* = 142), the majority (*n* = 86/142) were unaffected by NR and stayed rhythmic, while 56/142 genes lost rhythmicity (Fig. 3B, C). 

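Of the 278 genes called in young and in old H2O hearts, 149 were also called in old NR hearts and 129 were not. The NR by time interaction was called for 8 of the 278. The 129 genes had a median absolute log2 fold change of 0.46 in old H2O hearts and, in the same direction, of 0.17 in old NR hearts, where 83.7% had the same sign, and the interaction was called for 5 of them. Slc41a3 (ENSMUSG00000030089, chromosome 6, 90604725 to 90646412) was called in all 3 groups, with log2 fold changes of -1.72 in young, -1.11 in old H2O and -1.71 in old NR hearts (standard errors 0.11, 0.10 and 0.10), and its NR by time interaction was -0.60 (adjusted p = 0.0845, edgeR). Tnfaip2 (ENSMUSG00000021281, chromosome 12, 111442469 to 111455018) was called in young and old H2O hearts and not in old NR hearts, with -0.82, -0.52 and -0.19 (standard error 0.07 each), and an NR by time interaction of 0.33 (adjusted p = 0.216, edgeR). In 1 of the 6 fits without 1 old NR heart, Tnfaip2 was called in old NR hearts (-0.27, adjusted p = 0.0384, edgeR, without replicate 2 at ZT22). Without old H2O replicate 3 at ZT10, 68 genes were called in young and old H2O but not in old NR hearts.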

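Of the 1941 genes called in young but not in old H2O hearts, 203 were called in old NR hearts and 1738 were not. The NR by time interaction was called for 11 of the 1941 and for 10 of the 203. The 203 genes had a median absolute log2 fold change of 0.41 in old NR hearts and, in the same direction, of 0.16 in old H2O hearts, where 80.3% had the same sign and 80 had that sign with an unadjusted p-value under 0.05. In place of the 203, fits without 1 heart gave between 114 (without old NR replicate 2 at ZT22) and 254 genes. Cpt1a (ENSMUSG00000024900, chromosome 19, 3322334 to 3385733) had a log2 fold change of 0.59 in young hearts (standard error 0.10, adjusted p = 0.000238, edgeR), -0.31 in old H2O hearts (standard error 0.10, adjusted p = 0.0707, edgeR) and 0.39 in old NR hearts (standard error 0.09, adjusted p = 0.0159, edgeR). Its NR by time interaction was 0.70 (standard error 0.13, adjusted p = 0.0201, edgeR), and in 3 of the 6 fits without 1 old NR heart the change in old NR hearts lost its call. In 1 of the 6 fits without 1 old H2O heart, Cpt1a was called in old H2O hearts and left this class (-0.40, adjusted p = 0.0162, edgeR, without replicate 1 at ZT22). Kcnn2 (ENSMUSG00000054477, chromosome 18, 45268860 to 45686024) had 0.64 in young (standard error 0.13, adjusted p = 0.00138, edgeR) and 0.09 in each of the old groups, with an age by time interaction of -0.55 (adjusted p = 0.06, edgeR) and an NR by time interaction of 0.01 (adjusted p = 0.997, edgeR).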

From the genes that lost rhythmicity upon aging (Fig. 1C, *n* = 1089), most were unaltered and still lost rhythmicity (*n* = 979), but 110 remained diurnally expressed upon NR. From the latter, 92 kept their normal peak and trough (based on 2 ZTs), but 18 inverted their rhythmic expression pattern. 

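Of the 203 genes, 154 changed in the same direction in old NR as in young hearts and 49 in the opposite direction. Leaving out 1 heart at a time gave between 91 and 192 genes for the first count and between 16 and 65 for the second, with the lowest values without old NR replicate 3 at ZT10 and without old NR replicate 2 at ZT22. DESeq2 run on only the groups compared gave 92 and 18.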

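Of the 371 genes called in old H2O but not in young hearts, 91 were called in old NR hearts and 280 were not. The NR by time interaction was called for 17 of the 280 (6.07%). These 280 genes had a median absolute log2 fold change of 0.48 in old H2O hearts and, in the same direction, of 0.14 in old NR hearts, where 76.4% had the same sign and 87 had that sign with an unadjusted p-value under 0.05. Leaving out 1 heart at a time gave between 110 (without old H2O replicate 3 at ZT10) and 340 genes in place of the 280. Pde7a (ENSMUSG00000069094, chromosome 3, 19223108 to 19311322) had log2 fold changes of 0.72 in old H2O hearts (standard error 0.11, adjusted p = 0.000525, edgeR), 0 in young hearts (adjusted p = 0.989, edgeR) and 0.02 in old NR hearts (adjusted p = 0.976, edgeR). Its age by time interaction was 0.72 (adjusted p = 0.00848, edgeR) and its NR by time interaction was -0.70 (standard error 0.16, adjusted p = 0.0557, edgeR). Pak7 (ENSMUSG00000039913, chromosome 2, 136081104 to 136387967) had a normalized count of 6.1 ± 2.90 (SD, n = 3) at ZT10 and 24.81 ± 6.36 (SD, n = 3) at ZT22 in old H2O hearts, a log2 fold change of -1.97 (standard error 0.36, adjusted p = 0.00286, edgeR). In old NR hearts its log2 fold change was -1.52 (standard error 0.32, adjusted p = 0.00567, edgeR), with an NR by time interaction of 0.45 (adjusted p = 0.8, edgeR). In young hearts Pak7 was at the limit of detection, with a mean normalized count of 1.81 at ZT10 and 0 at ZT22, so no fold is given.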

The genes that gained rhythmicity with age (Fig. 1C, *n* = 160), predominantly lost this pattern upon NR (*n* = 111/160). Next to the previously described genes (Fig. 1C), we identified 213 genes that were normally not rhythmic in young or old but gained de novo rhythmicity during aging upon NR treatment (Fig. 3B). 

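Among genes called in neither young nor old H2O hearts, 386 were called in old NR hearts. They had a median absolute log2 fold change of 0.41 in old NR hearts and, in the same direction, of 0.14 in old H2O hearts, where 78.5% had the same sign and 115 had that sign with an unadjusted p-value under 0.05. The NR by time interaction was called for 12 of the 386. Fits without 1 heart gave between 162 (without old NR replicate 2 at ZT22) and 476 genes. Pfkfb2 (ENSMUSG00000026409, chromosome 1, 130689182 to 130729253) had a normalized count of 666.4 ± 17.3 (SD, n = 3) at ZT10 and 1103 ± 155 (SD, n = 3) at ZT22 in old NR hearts, a log2 fold change of -0.73 (standard error 0.11, adjusted p = 0.000144, edgeR), against 0.20 in old H2O hearts (adjusted p = 0.354, edgeR) and -0.23 in young hearts (adjusted p = 0.165, edgeR). Its NR by time interaction was -0.93 (standard error 0.15, adjusted p = 0.00925, edgeR). Ppia (ENSMUSG00000071866, chromosome 11, 6415443 to 6419817), shown in Fig. 3C, was called in none of the 3 groups, with log2 fold changes of 0.16, 0.07 and -0.01 in young, old H2O and old NR hearts.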

KEGG pathway and epigenetic Landscape In Silico deletion Analysis (LISA) revealed that genes that were rhythmic in young and old, but lost diurnal expression following NR, are enriched for longevity regulating and neurotrophin signaling pathways, with NKX2-5, TBX3, and NR3C1 as putative transcriptional regulators of these genes (Supplementary Data 02, *p* < 0.01). Transcripts that lost rhythmicity with age but remained diurnally rhythmic upon NR encompassed FoxO, AMPK, and adipocytokine signaling and are potentially regulated by TBX3, NKX2-5, and JARID2. Genes not rhythmic in both young and old hearts, but with de novo oscillatory expression upon NR treatment were primarily involved in Apelin signaling, choline metabolism in cancer, and sphingolipid signaling pathways and are potentially regulated by TBX3, MEF2A, and SUZ12 (Supplementary Data 02). These results suggest that NR reprograms the diurnal transcriptome in the aging heart and that different TFs contribute to distinct types of reprogramming. Specifically, NR treatment retains a fraction of young-specific oscillatory genes in old mice, but also prevents development of rhythmicity in a majority of old-specific oscillators. Together with our data on NAD^+^ loss and cardiac hypertrophy with age which can be reversed by NR, this suggests that NAD^+^ levels are an essential regulator of transcriptional rhythmicity and cardiac health.

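Over all genes, the change between ZT10 and ZT22 differed between old NR and old H2O hearts for 53 genes by edgeR's test of the NR by time interaction, 36 with a more positive change with NR and 17 with a more negative one, and 1584 genes had an unadjusted p-value under 0.05. The more positive share was 67.9%, and from 66.7% to 69.2% with DESeq2's size factors or another filter. It was between 58.4% and 60.3% with the DESeq2 Wald test, edgeR on only the groups compared or the replicate block. It was 54.1% of 61 genes with DESeq2 on only the groups compared and 50% of 96 with library size as a covariate. Leaving out 1 heart at a time gave between 15 (without old H2O replicate 3 at ZT10) and 78 genes. Nmrk2, the NR kinase gene, had a normalized count of 180.5 ± 26.6 (SD, n = 3) at ZT10 and 116.9 ± 29.5 (SD, n = 3) at ZT22 in old NR hearts, and its NR by time interaction was 1.17 (standard error 0.22, adjusted p = 0.0201, edgeR). Shld1 (ENSMUSG00000044991, chromosome 2, 132686931 to 132751055) had 322.5 ± 13.5 at ZT10 and 150.4 ± 29.8 at ZT22 in old H2O hearts, against 260.2 ± 8.00 and 248.1 ± 26.7 in old NR hearts (SD, n = 3 each), an interaction of -0.98 (standard error 0.16, adjusted p = 0.00897, edgeR). Sun1 (ENSMUSG00000036817, chromosome 5, 139200637 to 139249840) had an interaction of 2.61 (standard error 0.52, adjusted p = 0.0244, edgeR), with 2077 ± 1517 (SD, n = 3) at ZT22 in old H2O hearts. Its interaction lay between 1.90 and 3.04 in the 12 fits without 1 heart. Its call depended on single hearts, since 7 of these 12 fits lost it. From the classes of genes that kept, regained, lost or gained a diurnal change with NR, the paper proposes that NR reprograms the diurnal transcriptome of the aging heart, retaining part of the young-specific oscillators and preventing most of the old-specific ones.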

**Fig. 3:**
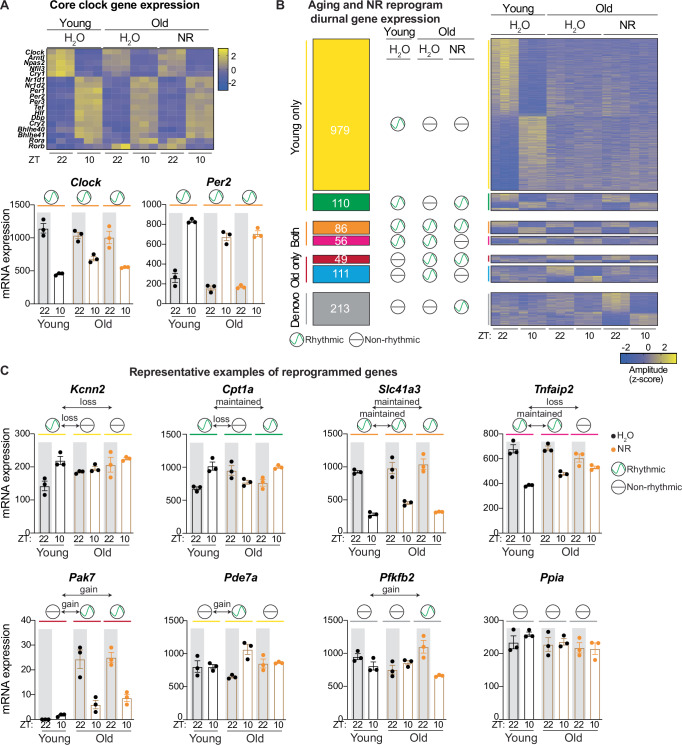
Nicotinamide riboside supplementation reprograms the cardiac diurnal transcriptome. **A** Heatmap depicting z-normalized expression levels for core clock genes in young and old NR vs control treated female hearts. **B** Identified categories of oscillators and heatmap depicting their z-normalized expression values, depending on their diurnal expression in each condition (DESeq2 ZT10 vs ZT22, adjusted *p* < 0.05, *n* = 3/condition). **C** Gene expression (DESeq2 normalized counts) for representative genes of each class. Graphs show mean ± s.e.m. Oscillation sign depicts differential expression (adjusted *p* < 0.05 assessed by DESeq2, *n* = 3/condition).

### NAD^+^ modulation affects PER2 rhythmicity

The fact that regulation of clock maintenance and function during aging relies on NAD^+^ levels has not previously been shown in a cardiac context. To further validate this finding and better isolate variables from in vivo aging, we sought to use a model in which we can control NAD^+^ levels more directly and thus correlate introduced NAD^+^ alterations to clock readouts over several days. Therefore, we picked neonatal cardiomyocytes from PER2::luc mice as a model to avoid the rapid morphological changes associated with culture of adult cardiomyocytes^35^ and to be able to monitor rhythmicity over extended treatment times. Neonatal cardiomyocytes were treated with FK866, a potent NAMPT inhibitor, to lower NAD^+^ levels as a proxy for the aged in vivo condition. After two days of FK866 treatment, NAD^+^ levels were dramatically reduced (Fig. 4A). Concurrent treatment with FK866 and NR boosted NAD^+^ levels (Fig. 4A). These effects persisted through 6 days of treatment, eventually altering NADH levels as well. Neither treatment had apparent effects on cell morphology within this timeframe (Supplementary Fig. 3). In line with lowered NAD^+^, we noted a drastic reduction in PER2::luc rhythms within four days of FK866 treatment, indicating an impairment of the central circadian clock (Fig. 4B). This reduction in rhythmicity could be completely prevented by concomitant addition of NR which restored NAD^+^ levels (Fig. 4B). In addition, adding NR after cells were initially treated with FK866 alone enhanced rhythmicity again (Fig. 4B). This suggests that NR can be used to prevent as well as to treat reduction of rhythmicity. These results show that NAD^+^ levels correlate with PER2 protein rhythms in cardiomyocytes and confirm that NR can improve PER2 rhythms. Therefore, transcriptional changes to clock-controlled genes induced by NR in vivo are likely to depend on core clock protein rhythmicity regulation by NAD^+^ levels.

**Fig. 4:**
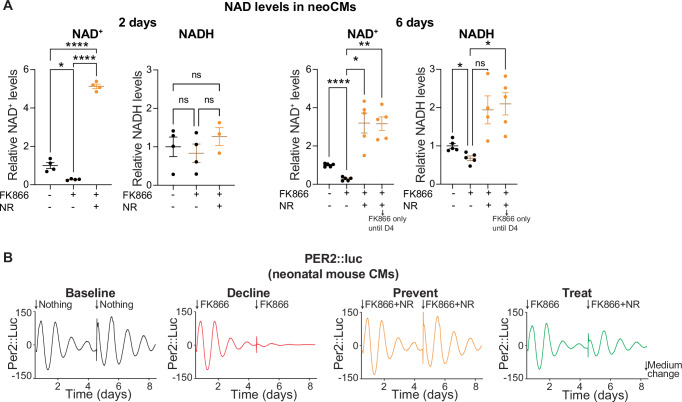
Modulation of NAD^+^ impacts oscillations of PER2::Luc protein level. **A** NAD^+^ and NADH levels of neonatal mouse cardiomyocytes after 2 or 6 days of treatment with NAMPT inhibitor FK866 (100 nM) with or without NAD precursor NR (500 µM) (*n* = 4/condition, except *n* = 3 for NR + FK866 NADH, at day 2; *n* = 5/condition, except *n* = 4 for NR + FK866 NADH, at day 6). **B** Average background-subtracted PER2::luciferase oscillations from neonatal mouse cardiomyocytes treated with same conditions in (**A**). Cells were derived from *Per2::luciferase* mice and monitored ex vivo in a Lumicycle (*n* = 4). Arrows indicate medium change at day 4 and addition of fresh FK866 and NR, including treatment transition of a subset of FK866-only cells into FK866 + NR. Graphs in (**A**) show mean ± s.e.m. ns non-significant; *p < 0.05; **p < 0.01; ***p < 0.001; ****p < 0.0001; by Brown-Forsythe ANOVA with Dunnett’s T3 multiple comparisons test on displayed pairs for (**A**).

### SIRT1 activity mediates transcriptional response to NR

Studies in the liver have revealed mechanisms by which NAD^+^ contributes to core clock complex stability and output via SIRT1, an NAD^+^-dependent deacetylase. SIRT1 regulates PER2 localization and stability via targeted deacetylation^21,22^. Similarly, SIRT1 has been previously shown to interact with CLOCK and influence the acetylation status of BMAL1, thereby also directly modulating the positive arm of circadian regulation and rhythmicity of output genes^36^. Given our results that indicate multiple connections between NAD^+^ and downstream rhythmicity in the heart, including PER2::luc protein rhythmicity in both neonatal and adult cardiomyocytes, we hypothesized that SIRT1 may contribute to the response to NR in our cardiac experiments too. 

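HL-1 cells, a line derived from tumor cells of the mouse atrium, were sequenced in 4 groups of 3 cultures, 1 library per culture. The cells were untreated, or treated with the NAMPT inhibitor FK866 at 5 nM, with FK866 and NR at 100 µM (FK866 + NR), or with FK866, NR and the SIRT1 inhibitor Ex527 at 20 µM (FK866 + NR + Ex527). Poly(A) RNA was sequenced from both ends, and the authors deposited the counts per gene without normalization, together with FPKM values made from them. The paper's text does not name the aligner or the counting tool for these libraries. Untreated cells had between 25511707 and 29011104 counts (median 25546881) and FK866 cells between 22104402 and 24994736 (median 22793001). The FK866 + NR cells had between 21337922 and 28462232 counts (median 23065875) and the FK866 + NR + Ex527 cells between 27480063 and 35000109 (median 28284750). The 12 libraries were fitted together with edgeR's quasi-likelihood method after TMM normalization, and the 14760 of 54532 genes that passed edgeR's filterByExpr were tested. A gene was called at an adjusted p-value under 0.01 (Benjamini-Hochberg) and an absolute log2 fold change over 0.58496, the thresholds of the paper. A comparison of 3 cultures with 3 allows no two-sided exact p below 0.1 for a single gene.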

To evaluate whether NAD^+^-induced reprogramming requires SIRT1 in the cardiac context, we performed mRNA-seq on HL-1 cells, an adult CM cell line^37^, that were untreated or treated with FK866 only or FK866 and NR in the presence or absence of Ex527, a potent inhibitor of SIRT1 activity. Like in neonatal cardiomyocytes, FK866 was used to induce a low NAD^+^ state and thus mimic the reduced NAD^+^ levels in aged mice (Fig. 5A). Concomitant treatment with FK866 and NR, in the absence or presence of Ex527, boosted NAD^+^ levels relative to treatment with only FK866 (Fig. 5A). Comparison of untreated and FK866 alone (low NAD^+^) cells resulted in differential expression of 643 genes (adjusted *p* < 0.01, log_2_FC > 0.58496) (Fig. 5B and Supplementary Fig. 4A). 

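Between FK866 and untreated cells, 678 genes were called, 309 higher and 369 lower with FK866, with a median absolute log2 fold change of 0.82. Fitting only the 6 libraries compared moved this count most, to 536, and leaving out 1 library at a time gave between 537 and 778. Rsad2 (ENSMUSG00000020641, chromosome 12, 26442746 to 26456452) had a normalized count of 332.9 ± 24.1 (SD, n = 3) with FK866 and 61.45 ± 3.92 (SD, n = 3) in untreated cells, a log2 fold change of 2.44 (standard error 0.14, adjusted p = 3.18e-08 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Stra6 (ENSMUSG00000032327, chromosome 9, 58063788 to 58153996) had 34.46 ± 10.8 (SD, n = 3) and 174.2 ± 22.0 (SD, n = 3), a log2 fold change of -2.32 (standard error 0.21, adjusted p = 2.18e-06, edgeR). The mitochondrial gene mt-Atp8 had a log2 fold change of -4.16 (standard error 0.86, adjusted p = 0.00271, edgeR) that rested on untreated replicate 1, with a normalized count of 9319 against 584.7 and 733.6 in the other untreated libraries, and it was -1.73 without that library.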

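Between FK866 + NR and untreated cells, 133 genes were called, 117 higher and 16 lower with FK866 + NR. Of the 678 genes called with FK866 alone, 654 were not called in this comparison and 24 were. The 654 genes had a median absolute log2 fold change of 0.81 with FK866 and, in the same direction, of 0.17 with FK866 + NR, and the direct comparison of FK866 + NR with FK866 called 359 of them (54.9%). The 24 genes had 1.18 and 0.98. Both comparisons use the untreated libraries, and when unchanged groups were simulated against them, the comparisons shared 0 calls in each of 20 runs, against the 24 observed. These runs gave at most 1 call in both comparisons together, so the 0 was fixed in advance. The log2 fold changes of all genes in the 2 comparisons had a correlation of 0.49 (from 0.47 to 0.52) in the runs and 0.46 in the data. The count of 133 was unstable, since it was 427 without untreated replicate 1 and 0 without any 1 of the other 5 libraries, where 5797 genes had an unadjusted p-value under 0.05 with all 6 libraries.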

After simultaneous treatment with both FK866 and NR, 619 out of these 643 were no longer differentially expressed compared to untreated cells, demonstrating that the majority of FK866 response genes are NAD^+^ dependent and that FK866 treatment is a good proxy for low/aged NAD^+^ cell states. To select genes that are affected by NR in a reduced NAD^+^ state, we directly compared FK866 alone (low NAD^+^) and FK866 + NR (NAD^+^ boosted). 

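Between FK866 + NR and FK866 cells, 710 genes were called, 412 higher and 298 lower with NR, with a median absolute log2 fold change of 0.79. Without the filter on low counts 1166 were called, and leaving out 1 library at a time gave between 523 and 944. Of the 678 genes called between FK866 and untreated cells, 360 were also called here, all with the opposite sign. Both comparisons use the FK866 libraries, and unchanged groups simulated against them shared 0 calls in each of 20 runs, which was fixed in advance because the runs gave at most 1 call in both comparisons together. The log2 fold changes of all genes in the 2 comparisons with FK866 had a correlation of -0.51 (from -0.55 to -0.48) in these runs and -0.53 in the data. Rsad2 had a normalized count of 70.15 ± 5.48 (SD, n = 3) with FK866 + NR, a log2 fold change against FK866 of -2.24 (standard error 0.14, adjusted p = 6.97e-08, edgeR). Serpinb9b (ENSMUSG00000021403, chromosome 13, 33027416 to 33041884) had 325.8 ± 37.0 (SD, n = 3) with FK866 + NR and 1286 ± 63.4 (SD, n = 3) with FK866, a log2 fold change of -1.97 (standard error 0.09, adjusted p = 5.12e-09, edgeR). Stra6 rose to 134.1 ± 3.12 (SD, n = 3), a log2 fold change of 1.95 (standard error 0.21, adjusted p = 1.36e-05, edgeR). For Slc1a2 (ENSMUSG00000005089, chromosome 2, 102658659 to 102790784), the log2 fold change of 4.20 (standard error 1.05, adjusted p = 0.00801, edgeR) rested on FK866 + NR replicate 1, with 1266 normalized counts against 46.12 and 52.28 in the other FK866 + NR libraries, and it was 1.01 without that library.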

618 NR response genes were identified (Fig. 5B, C and Supplementary Fig. 4A). 

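Sirt1 (ENSMUSG00000020063, chromosome 10, 63319005 to 63381704) had a normalized count of 590.6 ± 13.4 (SD, n = 3) in untreated, 954.7 ± 117 (SD, n = 3) in FK866, 714.4 ± 7.04 (SD, n = 3) in FK866 + NR and 710.1 ± 86.8 (SD, n = 3) in FK866 + NR + Ex527 cells. Between FK866 + NR and FK866 its log2 fold change was -0.42 (standard error 0.10, adjusted p = 0.00522, edgeR), under the threshold for the fold change. Between FK866 and untreated cells it was 0.70 (standard error 0.10, adjusted p = 0.000119, edgeR), past both thresholds, and between 0.61 and 0.78 with each library left out in turn. Between the cells with and without Ex527 it was -0.02 (adjusted p = 0.934, edgeR). In hearts, old H2O differed from young by 0.20 at ZT10 (adjusted p = 0.281, edgeR) and by -0.16 at ZT22 (adjusted p = 0.323, edgeR). The difference at ZT22 lay between -0.27 and -0.06 when each of the 6 hearts was left out in turn. It was called in 1 of these fits, without young replicate 1 (-0.27, adjusted p = 0.0485, edgeR). With NR, the log2 fold change in old hearts was 0.00 at ZT10 (adjusted p = 0.996, edgeR) and 0.17 at ZT22 (adjusted p = 0.555, edgeR).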

Of note, *Sirt1* did not meet fold-change cutoffs, and also was not significantly different in the in vivo data (Supplementary Fig. 4B). We next examined whether the NR-response genes still changed if SIRT1 activity was inhibited. In the presence of Ex527, the majority (468/618 genes) of the transcriptional NR response genes were no longer DE, indicating they require intact sirtuin activity (Fig. 5B, C and Supplementary Data 03). 

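Between FK866 + NR + Ex527 and FK866 cells, 188 genes were called, 61 higher and 127 lower. Of the 710 NR response genes, 565 (79.6%) were not among them. These 565 genes had a median absolute log2 fold change of 0.76 without Ex527 and, in the same direction, of 0.42 with Ex527. The sign was the same in 97.3% of them, 419 had that sign with an unadjusted p-value under 0.05 with Ex527, and the slope of the log2 fold changes with Ex527 on those without was 0.43. Both comparisons use the FK866 libraries, and 20 simulations with no response with Ex527 gave the same sign in 62.4% to 66.9% of the lost genes and a slope between 0.06 and 0.14. These runs took the observed changes with NR as the true ones and called 1072 to 1160 NR response genes. Their effects were thus stronger than those of the data, which can lower the slope and the share of equal signs. The choice that moved this count most was the call in the second comparison, since counting a gene as kept at an unadjusted p-value under 0.05 with the same sign left 146 genes lost and 564 kept. Leaving out 1 library at a time gave between 413 and 710 lost genes.

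**Figure D3:**
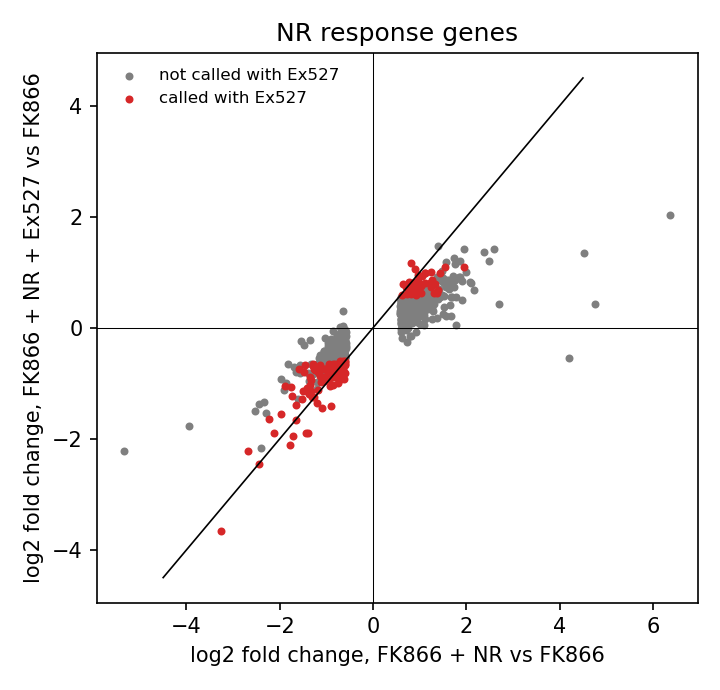
Log2 fold change of the 710 NR response genes against FK866 cells without Ex527 (x axis) and with Ex527 (y axis), with 1 dot per gene, red where the gene was also called with Ex527 (145) and gray where it was not (565), and a line of equal values. The gray dots follow a slope of 0.43.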

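The 145 NR response genes that were also called with Ex527 all had the same sign in both comparisons, with a median absolute log2 fold change of 0.94 without and 0.81 with Ex527. Both comparisons use the FK866 libraries, and unchanged groups simulated against them shared 0 calls in each of 20 runs, which was fixed in advance because the runs gave 0 calls in either comparison. The log2 fold changes of all genes had a correlation of 0.51 (from 0.48 to 0.53) in these runs against 0.65 in the data. Without FK866 replicate 3, 234 genes were kept, and without FK866 + NR + Ex527 replicate 2, 93 were. Serpinb9b stayed lower with Ex527, with 438.1 ± 21.5 normalized counts (SD, n = 3) and a log2 fold change against FK866 of -1.56 (standard error 0.09, adjusted p = 1.42e-07, edgeR). Stra6, at 74.02 ± 13.7 (SD, n = 3), had a log2 fold change of 1.09 (standard error 0.22, adjusted p = 0.00475, edgeR) and lost its call in 4 of the 6 fits that left out 1 library.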

The remainder of the genes (150/618) demonstrate, however, that SIRT1 is not the sole mediator of the NR response. Nonetheless, in line with previous observations in liver^22^, NAD^+^ mediates transcription predominantly in a SIRT1-dependent manner in HL-1 cardiomyocytes.

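In the direct comparison of FK866 + NR + Ex527 with FK866 + NR cells, 88 genes were called, 31 higher and 57 lower with Ex527, of which 63 were NR response genes. It called 56 of the 565 genes lost with Ex527 (9.91%) and 7 of the 145 kept genes. Without the filter on low counts, 488 genes were called. Alas2 (ENSMUSG00000025270, chromosome X, 150547375 to 150570638) had a normalized count of 50.67 ± 25.7 (SD, n = 3) with Ex527 and 189.5 ± 25.0 (SD, n = 3) without it, a log2 fold change of -1.88 (standard error 0.29, adjusted p = 0.00142, edgeR). Chac1 (ENSMUSG00000027313, chromosome 2, 119351229 to 119354381) had 651.4 ± 66.3 (SD, n = 3) and 334.5 ± 26.6 (SD, n = 3), a log2 fold change of 0.95 (standard error 0.09, adjusted p = 2.57e-05, edgeR). Rpl17 was called with 1.32 (standard error 0.26, adjusted p = 0.0065, edgeR), which is uncertain because reads of ribosomal protein genes can be shared with pseudogenes, and 5 of the 6 fits without 1 library lost its call. From the NR response genes that are no longer called with Ex527 and the part that still is, the paper concludes that NAD+ acts on transcription in HL-1 cells mostly through SIRT1 while other mediators also take part.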

**Fig. 5:**
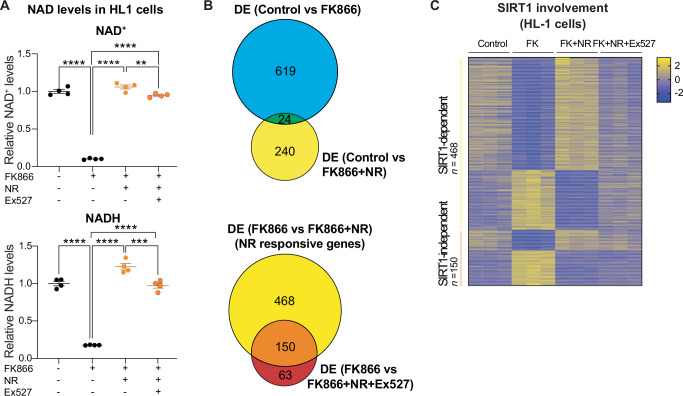
The transcriptional response to NR largely depends on intact SIRT1 activity. **A** NAD^+^ levels of HL-1 cells untreated, treated with 5 nM FK866 (FK), 5 nM FK866 + 100 µM NR, or 5 nM FK866 + 100 µM NR + 20 µM Ex527 (*n* = 4/condition). **B** Venn diagrams of genes differentially expressed (DESeq2, adjusted *p* < 0.01, log_2_FC > 0.58496) between untreated cells and cells treated with either FK866 or FK866 + NR or cells treated with FK866 and cells treated with either NR or NR+Ex527 (*n* = 3/condition). **C** Heatmap highlighting NR response genes, organized by whether or not differential expression was maintained with SIRT1 inhibition. Graphs show mean ± s.e.m. **p < 0.01; ***p < 0.001; ****p < 0.0001 by One-way ANOVA.

## Discussion

NAD^+^ metabolism, aging and the circadian clock are interconnected. Here, we show that rhythmicity of clock output genes is reduced and rewired with age in the heart and that long-term NR supplementation to increase NAD^+^ levels can partially restore diurnal oscillation of young-specific clock output genes. This occurs without NR supplementation altering transcription of the core clock itself. However, our data suggest a dependence on core clock changes at the level of protein functionality, which is partially mediated by SIRT1 activity. While proper amplitudes of circadian rhythms are clearly associated with health^26^, the importance of rhythmicity in downstream outputs is often not obvious in terms of delineating its role in standard physiology, compensation, or pathology. However, advanced aging is generally a less healthy state. We show that many (young-specific) genes lose rhythmicity with age, but also that genes associated with cancer and insulin resistance start oscillating specifically in old hearts. Our findings that NR treatment results in maintenance of rhythmicity of otherwise young-specific oscillators (110 genes) and prevent age-induced rhythmicity of a subset of old-specific oscillators (111 genes) is encouraging. Interestingly, the genes that remain rhythmic during aging upon NR treatment are linked to FOXO signaling, a pathway critical to heart development and aging. Since SIRT1 can directly affect the transcriptional activity of several FOXO proteins via NAD^+^-dependent deacetylation^38,39^, it might be that maintenance of rhythmicity in NR-treated aged mice is partially facilitated by increased SIRT1 activity on FOXO proteins. LISA, a tool which predicts upstream transcriptional regulators, forecasts these changes could be mediated by TBX3 and JARID2, both factors critical to cardiac development^40,41^. Genes that did not oscillate in young and old, but only started oscillating in NR-treated old mice were found by LISA to correlate with hypertrophy factors like MEF2A^42^ and SUZ12^43^. Further investigation into how these factors alter rhythmicity and how they affect the linked pathways will be necessary to fully reveal the mechanisms by which NR treatment protects against cardiac aging and cardiovascular disease. Importantly, we here show that NR treatment was safe in female mice and prevented naturally occurring cardiac enlargement observed with age. These effects should continue to be explored across further aging and between genders, as gene expression programs depend on these parameters^44^. Likewise, the development of either robust cardiac aging models in vitro or improved technologies for acute modulation of NAD^+^ metabolism and continuous readout in vivo would greatly benefit translational relevance; the current study was limited in part by the challenges of heart-targeted pharmacological intervention on mice and primary cardiac cells, necessitating the use of models such as the HL-1 cell line at present. Nevertheless, we have here demonstrated that: 1) even limited aging alters rhythmic gene expression and cardiac NAD^+^ levels in vivo; 2) that these changes can be partially reversed by NR treatment; 3) that manipulation of cardiomyocyte NAD^+^ is possible via small molecules and affects PER2 rhythmicity; and 4) that these changes are partially dependent on the activity of SIRT1. This provides evidence to support the known but understudied involvement of NAD^+^ in cardiac clock rhythmicity and aging, possibly through a loop similar to the NAD^+^-SIRT1-PER2 axis discovered in the liver^21,22^. Cardiac *Sirt1* mRNA levels were not different between young and old mice, but reduced protein or enzymatic activity of SIRT1 due to lower NAD^+^ levels in old mice might contribute to clock output remodeling. In line with SIRT1 being a protein deacetylase, we observed increased global cardiac protein acetylation in aged mice. However, we were unable to confirm PER2 being among the hyperacetylated proteins. NR did not revert increased acetylation to a young-like state, but global acetylation is a reading of combined activity of several other sirtuins, many more (de)acetylases, as well as cellular processes. Therefore, NR-responsive genes may be downstream of relatively few and specific factors with altered acetylation upon aging and/or after NR treatment. Investigation of additional NAD^+^-dependent processes on the cardiac clock (output) such as redox status and NAD^+^ consumption (by PARPs, for example) may reveal cooperative or alternative methods of NAD^+^-mediated rhythmicity. Indeed, the regulation of NAD^+^ generation and the clock are both multivariate and tissue-specific. Basse et al. recently demonstrated that the core clock in brown adipose tissue is highly dependent on NAD^+^ biosynthesis, while the skeletal muscle clock is largely refractory to NAMPT depletion^45^. We show a clear effect of NAD^+^ modulation on the cardiac clock output, but to what extent the cardiac circadian clock depends on NAMPT-mediated NAD^+^ biosynthesis as a function of age needs to be tested. Since NAD^+^ supplementation strategies are regularly proposed to combat aging and age-related diseases (e.g. heart failure), understanding the effects of NAD^+^ on the cardiac clock will be crucial. Our findings reveal a clear link between NAD^+^ and cardiac diurnal rhythms and offer potential avenues to treat and prevent cardiovascular diseases appearing with age by using NR to partially restore a young-like oscillatory program.

## Methods

### Animals

Female mice (*mus musculus*) on a mixed C57Bl6J/N strain, representing diversified backgrounds used in previous NR treatments, at the age of 2–4 months (“young” condition) or 12–15 months (“old” condition) were used for all experiments unless stated otherwise in figures and figure legends. They were housed under 12 h light/12 h dark conditions and fed a standard chow diet *ad libitum* with free access to water, with weekly cage changes and daily observation checks. NR (Elysium Health, NY, United States) was added to the drinking water (3 g/L) of randomized cages of 3–5 mice in light-protected bottles that were changed twice per week, starting at the age of 2 months. Animal experiments for RNA-seq were performed in the lab of Prof. Dr. Lazar. We have complied with all relevant ethical regulations for animal use per the guidelines of the Institutional Animal Care and Use Committee (IACUC) of the University of Pennsylvania and by the responsible Committee for Animal Rights Protection of the State of Hessen (Regierungspraesidium Darmstadt, Wilhelminenstr. 1-3, 64283 Darmstadt, Germany) under project number B2-2018.

### Cell culture

All primary cells and cell lines were maintained in humidified incubators at 37 °C and 5% CO_2_. All media were filtered prior to use and medium tested at every medium change for mycoplasma. Primary cells were provided medium as described below in their respective isolation protocols. The HL-1 Cardiac Muscle Cell Line (Sigma-Aldrich, SCC065), originally derived from an atrial tumor of an adult female C57BL/6J mouse, was obtained directly from Sigma-Aldrich. After receipt, HL-1 cells were expanded over twelve passages at a 1:3 ratio until experimental use. HL-1 cells were kept on gelatin-coated plates and in Claycomb medium (Sigma-Aldrich, 51800C) supplemented with 10% FBS (Capricorn Scientific, FBS-12A), 0.1 mM norepinephrine (Sigma-Aldrich, A0937), 2mM L-Glutamine (Sigma-Aldrich, TMS-002-C) and 1× penicillin/streptomycin (Sigma-Aldrich, TMS-AB2-C), stored light-protected. Cells were always plated at 125,000 cells/mL and allowed to grow to 90% confluency before splitting. The same medium was used for experimental treatments with the addition of 5 nM FK866, 5 nM FK866 + 100 µM NR, or 5 nM FK866 + 100 µM NR + 20 µM Ex527 immediately after passaging.

### Adult mouse cardiomyocyte isolation

Cardiomyocytes from adult female animals were collected via the Langendorff-free perfusion method^35^ with minor modifications. All buffers were prewarmed to 37 °C and a heating pad placed under dishes and syringes to maintain temperature during the protocol. Mice were euthanized by cervical dislocation, followed by opening of the chest cavity and immediate flushing of the heart right ventricle with 7 mL of EDTA buffer. Then, the aorta was clamped shut with hemostatic forceps and cut free from the mouse and the entire heart transferred to a dish containing EDTA buffer. The left ventricle was slowly perfused for 6 min with more EDTA buffer, with visible clearance of blood from all chambers. The EDTA buffer was replaced after moving the heart to a new dish of perfusion buffer by a short chase of 2 min of perfusion buffer. The heart was then moved to a filled dish of collagenase buffer and perfused with 20–60 mL of collagenase buffer until the heart took on a fuzzier, paler appearance, alongside development of additional perforations and effluent cardiomyocytes. Finally, the heart was put into a smaller (~5 mL) volume of clean collagenase buffer, mechanically separated by manual use of forceps, followed by gentle trituration for 2 min with a 1000 µL pipette and a wide-bore tip. The full volume was transferred to a 15 mL tube through a 100 µm filter and spun down for 2 min at 20 g. The supernatant was removed, and the resulting cell pellet equilibrated to full calcium concentration of the culture medium in three steps; each step consisting of 15 min of cell settling by gravity and replacement of the supernatant with progressively higher concentrations of culture medium diluted with perfusion buffer (1 part medium: 3 parts perfusion buffer; 1:1; 3:1). The final cell pellet was resuspended in 2 mL pre-warmed culture medium, 10 µL added to each side of a Neubauer cell counter, and all eight corner squares counted for both rod-shaped and rounded cardiomyocytes to assess viability, followed by dilution to target concentration of 50,000 rod-shaped cells per mL and plating at 5000 rod-shaped cells per well of a 96-well plate. Medium was changed gently after the first three hours and then cells were taken for imaging.

### Microscopic real-time bioluminescence analysis

Bioluminescence from adult PER2::luc cardiomyocytes was assessed with an LV200 microscope (Olympus) in a humidified chamber under 5% CO_2_, at 37 °C guided by a controller (Tokahit), using a 10×0.3NA Plan Semi Apo objective (Olympus). Cells were synchronized with 100 nM dexamethasone for 2 h and changed to adult cardiomyocyte culture medium, containing 1 mM D-Luciferin Potassium Salt (Promega). A transmitted light image was recorded prior to the start of each imaging run to localize the cells. Bioluminescence was detected for multiple consecutive days, using an EM-CCD camera (Hamamatsu), with exposure times of 8 min, and an interval of 6 h. Subsequent bioluminescence values were detrended per condition by subtraction of a second-degree polynomial line of best fit set to the entire window of collection, thus adjusting for changes in background signal over the imaging period. Image series were analyzed in ImageJ.

### Neonatal mouse cardiomyocyte isolation

Neonatal mouse cardiomyocytes from female P0-P3 *PER2::Luc* animals were harvested with a primary mouse cardiomyocyte isolation kit (Pierce) following the manufacturer’s protocol. Neonatal mouse hearts were excised and immediately placed in separate tubes with 500 µL of ice-cold Hanks’ Balanced Salt Solution (HBSS), then minced with clean surgical scissors before two additional washes with ice-cold HBSS. The minced hearts were then incubated in the provided enzyme solution, incubated at 37 °C for 35 min, washed twice with cold HBSS, and finally pipetted 30 times to break tissue in 500 µL completed medium. Final cell suspensions were combined and diluted with completed culture medium to desired concentration of ~400,000 cells/mL and plated according to plate size.

### Bioluminescent recording and data analysis

Neonatal mouse cardiomyocytes were synchronized with 100 nM Dexamethasone (Sigma) for 2 h in standard culture medium from the isolation kit. Subsequently, medium was changed to recording medium (Powdered DMEM (Corning), 10 mM HEPES, 1% P/S, 5% FBS, 0.035% Sodium bicarbonate, 100 μM D-Luciferin Potassium Salt (Promega)) with the addition of 100 nM FK866, FK866 + 500 μM NR, or nothing. Culture dishes were sealed with high vacuum grease (Dow Corning) and monitored using a LumiCycle32 device (Actimetrics) at 37 °C. After 4 days, recording medium was refreshed with the addition of fresh FK866, FK866 + NR, or nothing. Bioluminescence from each dish was continuously recorded (integrated signal of 70 s with intervals of 10 min). Raw data (counts/s) were baseline subtracted.

### NAD^+^ measurements on tissue

Hearts were harvested and snap frozen in liquid nitrogen. Hearts were powdered and subsequently lysed in 0.6 M perchloric acid. Cardiac NAD^+^ levels were measured by a cycling enzymatic assay as previously described^4^. In short, ~20 mg of powdered heart tissue was homogenized in 400 µL of ice-cold 0.6 M perchloric acid, then centrifuged at max speed for 15 min at 4 °C to pellet debris. An aliquot of the resulting supernatant was then diluted 1:50 with 100 mM sodium phosphate buffer to form a working concentration. 5 µL of working sample or 5 µL of standards (six 1:1 serial dilution steps from 1 µM NAD and a 0.1 M sodium phosphate buffer blank) was then combined with 95 µL of cycling mix (0.1 M sodium phosphate, 0.1 mg/mL bovine serum albumin, 10 mM nicotinamide, 2% ethanol, 10 µM flavin mononucleotide, 20 µM resazurin, 110 µg/mL alcohol dehydrogenase, 110 µg/mL diaphorase). A Tecan Infinite M200 Pro microplate reader with fluorescence excitation at 544 nm and emission at 590 nm was used to measure immediately after cycling mix addition and after 20 min of incubation. The concentration of NAD^+^ was then determined by subtracting the prior measurement from the latter for every well, then plotting the subsequent value on the standard curve. NAD^+^ values were normalized to tissue weight.

### NAD^+^ measurements on cells

Measurements were performed using the Promega NAD/NADH Glo-Assay kit according to manufacturer instructions. In short, cells were lysed in-well with 50 µL 0.2 M NaOH + 1%DTAB and diluted 1:1 with dPBS. 25 µL was then transferred to a new tube on ice, and remaining lysate snap frozen. Working lysate was then treated with 12.5 µL 0.4 M HCl at 60 °C for 15 min, and allowed to rest at RT for 10 min before addition of 12.5 µL of 0.5 M Trizma Base. 25 µL of resulting mixture was then immediately combined 1:1 with complete assay reagent mix and incubated for 30 min before luminescence measurement at plate reader, followed by normalization to protein concentration per sample (as obtained by Pierce BCA quantification on the separate snap-frozen lysate).

### Cardiomyocyte size assessment

Images of adult CMs were taken with an EVOS microscope at 10× magnification, 3 h after plating. Size of rod-shaped CMs was analyzed using Cellpose software^46^ to segment the cells in the images first, Ilastik^47^ was used to classify round or rod-shaped cells and Fiji was used for object size measurement.

### RNA isolation, quantitative RT-PCR, mRNA-sequencing, and analysis

Total RNA was extracted from heart tissues (TRIZOL) or HL-1 (RLT) using RNAeasy (Qiagen) according to the manufacturer’s instructions, and treated with DNase (Qiagen) before library preparation and cDNA synthesis. cDNA was generated using High-Capacity cDNA Reverse Transcription Kit (Applied Biosystems). Quantitative PCR reactions were performed using PowerSYBR Green PCR Master Mix (Applied Biosystems) with specific primers on a QuantStudio 6 Flex instrument (Applied Biosystems). mRNA expression was normalized to the housekeeping gene *Ppib* for all samples. Primer sequences for qRT–PCR: *Ppib-fw*, 5’-GCAAGTTCCATCGTGTCATCAAG-3’; *Ppib-rv*, 5’-CCATAGATGCTCTTTCCTCCTG-3’*; Bmal1-fw*, 5’-TAGGATGTGACCGAGGGAAG-3’; *Bmal1-rv*, 5’-TCAAACAAGCTCTGGCCAAT-3’; *Clock-fw*, 5’-AAAGACGGCGAGAACTTGG-3’; *Clock-rv*, 5’-GGAGGCAGAAGGAGTTGGG-3’. mRNA-seq of in vivo mouse heart samples was performed by our in-house RNA-sequencing core. RNA and library preparation integrity were verified with LabChip Gx Touch 24 (Perkin Elmer). 1 µg of total RNA was used as input for VAHTS Stranded mRNA-seq V6 Library preparation following manufacture’s protocol (Vazyme). Sequencing was performed on NextSeq2000 instrument (Illumina) with 1x72bp single end setup. Trimmomatic version 0.39 was employed to trim reads after a quality drop below a mean of Q15 in a window of 5 nucleotides and keeping only filtered reads longer than 15 nucleotides (Trimmomatic^48^: a flexible trimmer for Illumina sequence data). Reads were aligned versus Ensembl mouse genome version mm10 (Ensembl release 101) with STAR 2.7.10a (STAR^49^: ultrafast universal RNA-seq aligner). Alignments were filtered to remove: duplicates with Picard 3.0.0 (Picard: A set of tools (in Java) for working with next generation sequencing data in the BAM format), multi-mapping, ribosomal, or mitochondrial reads. Gene counts were established with featureCounts 2.0.4 by aggregating reads overlapping exons excluding those overlapping multiple genes (featureCounts^50^: an efficient general-purpose program for assigning sequence reads to genomic features). The raw count matrix was normalized with DESeq2^51^ version 1.36.0 (Moderated estimation of fold change and dispersion for RNA-Seq data with DESeq2). Contrasts were created with DESeq2 based on the raw count matrix. Genes were classified as significantly differentially expressed at average count >5, multiple testing adjusted *p* < 0.05. The Ensemble annotation was enriched with UniProt data (Activities at the Universal Protein Resource (UniProt)). KEGG pathway enrichment was assessed via Enrichr^52^. mRNA-seq of HL-1 cardiomyocytes was performed by Novogene. Total RNA quality was assessed by Bioanalyzer 2100, and poly(A)+ mRNA was enriched using oligo(dT) beads. Libraries were prepared using the NEBNext Ultra II RNA Library Prep Kit following the manufacturer’s protocol and sequenced on an Illumina NovaSeq 6000 platform with paired-end 150 bp reads. For comparison of the separate groups, raw read counts were first normalized to correct for differences in sequencing depth and RNA composition. Differential expression analysis was then performed using DESeq2^51^. Dispersion estimates and fold changes were calculated for each gene, and significance was assessed through Wald or likelihood ratio tests depending on the model. Multiple testing correction was applied using the Benjamini–Hochberg procedure to control the false discovery rate (FDR). Genes with |log_2_(FoldChange)| >0.58496 and adjusted *p* <0.01 were considered significantly differentially expressed.

### Western blotting

Protein lysates were collected from ~20 mg of powdered mouse hearts by mechanical homogenization in RIPA buffer supplemented with protease and deacetylase inhibitors. Homogenate was spun down at 4 °C for 10 min to pellet unbroken tissue, and the supernatant taken for further processing. Protein concentration was determined by Pierce BCA Kit, following recommended guidelines except with the addition of a prior dilution of aliquots by 1 part lysate to 4 parts RIPA buffer. Protein amount and concentration was then standardized in a new tube by aliquot of protein lysate and RIPA buffer, then prepared for denaturation with 4× Laemmli buffer and 10 min of boiling at 95 °C on heat block. 50 µg of protein was then loaded per well into a 10% acrylamide gel. Samples were allowed to linearize for 10 min at 70 V, before resolving at 120 V until the 15 kDa marker of the ladder (BioRad) ran to the bottom of the cassette. The gel was then removed and transferred to PVDF membrane via semi-dry transfer for 7 min (TurboBlot). The membrane was then assessed for total protein amount by Ponceau S staining for 1 min and imaging under the Chemidoc (BioRad). After rinsing with 1% NaOH to remove red stain and 10 min in TBST to stop reaction, the membrane was blocked for 1 h in 5% BSA in TBST, then incubated overnight in primary anti-Acetyllysine (SantaCruz, sc32268) antibody at 1/200 in 5% BSA-TBST. The membrane was washed 3× for 10 min each in TBST, then incubated for 2 h in secondary anti-mouse antibody at 1/10,000 in 5% BSA-TBST. Final revelation was performed for 7 s under the Chemidoc chemiluminescence imaging program after 30 s incubation in ECL substrate.

### Statistics and reproducibility

Statistical analyses were performed using Prism (GraphPad Software). All data are reported as mean ± s.e.m of distinct biological (individual mice in mouse experiments, separately cultured wells in cell experiments) replicates except for individual data points (representing separate wells of cultured primary cells from 1 mouse/condition/experiment run) in Fig. 1F. A 2-tailed unpaired Student’s *t* test was used when comparing two conditions (qRT-PCR and NAD^+^ measurements). Comparisons of more than two conditions were done with One- or Two-way ANOVA followed by Tukey’s multiple comparisons test when groups had comparable standard deviations; Brown–Forsythe ANOVA followed by Dunnett’s T3 multiple comparisons test was used when standard deviations could not be assumed equal. Statistical analyses to detect circadian oscillations in PER2::luc levels (LV200) were performed by COSINOR^53^. For differential gene expression in the RNA-seq data, *p* values were calculated via DESeq2^51^.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Transparent Peer Review file

Supplementary Information

Description of Additional Supplementary Files

Supplementary Data 01

Supplementary Data 02

Supplementary Data 03

Reporting Summary

## Data Availability

The numerical source data for the graphs in this manuscript can be found in the Supplementary Data 01 file. The mRNA-seq raw and processed data has been deposited in the NCBI Gene Expression Omnibus (GEO) under accession number GSE240483, linked to BioProject PRJNA1002243. Further data can be made available upon reasonable request. Public domain clip art vectors used for Figs. 1A and 2D available at https://www.clker.com/clipart-white-mouse-black-ears.html.

# Supplementary material for: NAD+ controls circadian rhythmicity during cardiac aging
**Source:** Commun Biol. 2026 Mar 11;9:476. doi: 10.1038/s42003-026-09818-1
**Supplement:** Supplementary file 2 — Supplementary Information

## Supplementary information

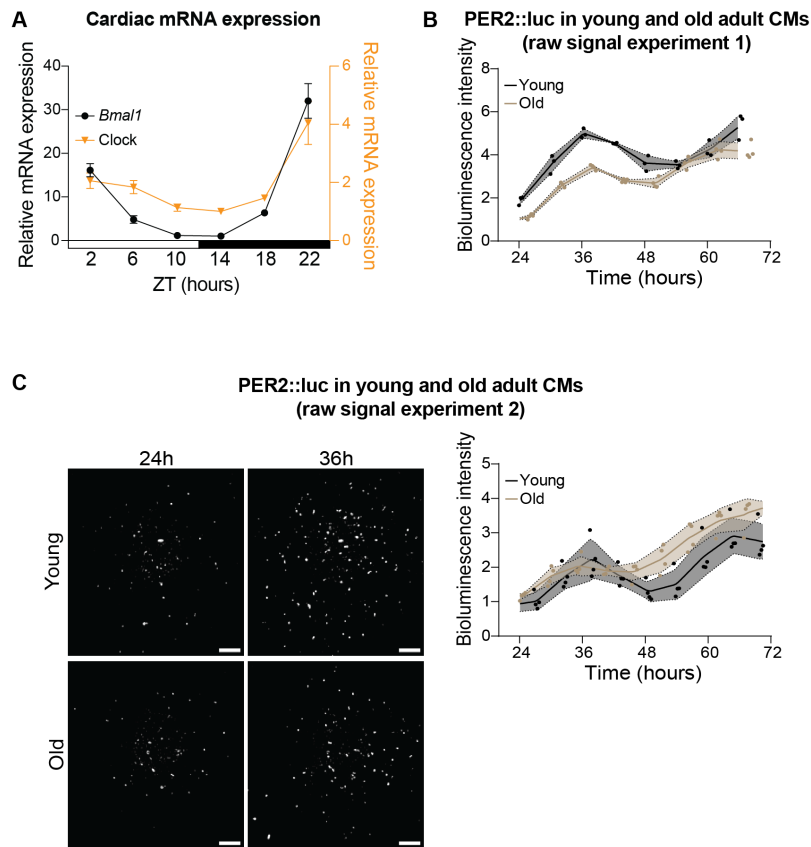

**Supplemental Fig. 1.**

(A) Circadian *Bmal1* and *Clock* mRNA expression in 12-week-old female mouse hearts ( $n = 4$ /timepoint). (B) Quantification of raw bioluminescence tracks from adult mouse cardiomyocytes isolated from young and old female *Per2::luc* animals in experiment 1 ( $n = 3$  wells per age). (C) Representative bioluminescence captures and raw quantification of the second performance of the experiment in (B) ( $n = 3$  wells per age). Circadian oscillations were analyzed using the COSINOR algorithm<sup>1</sup> to determine amplitude of rhythms by each well. Graphs show mean  $\pm$  s.e.m.

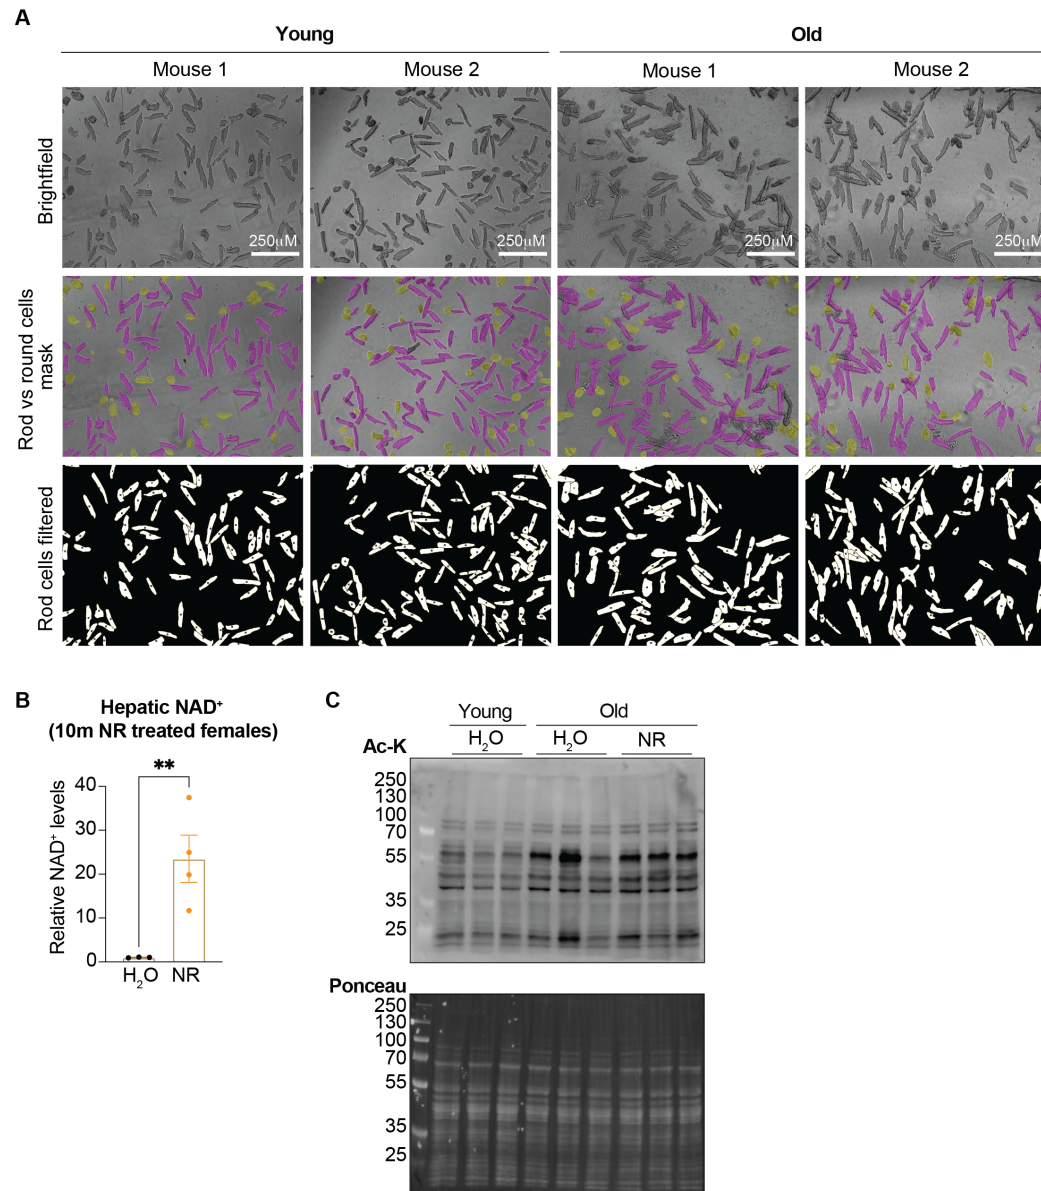

## Supplemental Fig. 2.

(A) Workflow of analysis techniques and representative images used to capture the data of Figure 2C. Magenta indicates cells determined as rod-shaped by analysis macro, while yellow highlights rounded objects. Final mask was assessed manually to remove miscounts such as overlapping cardiomyocytes. (B) NAD<sup>+</sup> concentration in livers of female mice treated with NR versus H<sub>2</sub>O (control) for 10 months starting at an age of 2 months at ZT10 ( $n = 3-4/\text{treatment}$ ). (C) Western blots showing increased global acetylation of cardiac protein lysate on aging.  $**p < 0.01$  by 1-tailed unpaired Student's  $t$ -test.

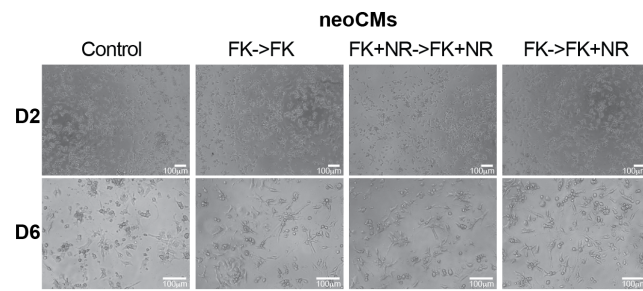

### Supplemental Fig. 3.

Representative images of the neonatal mouse cardiomyocytes used in Figure 4A. Primary cells displayed typical signs of health such as robust and spontaneous contraction and beating. Treatments did not obviously impact cell density or activity. Scale bar represents 100µM.

**A**

| Control vs FK866 ( <i>n</i> = 841)   |        |       | FK866 vs FK866+NR ( <i>n</i> = 618) |        |                       | FK866 vs FK866+NR+Ex527 ( <i>n</i> = 213) |        |       |
|--------------------------------------|--------|-------|-------------------------------------|--------|-----------------------|-------------------------------------------|--------|-------|
| KEGG pathway                         | #Genes | FDR   | KEGG pathway                        | #Genes | FDR                   | KEGG pathway                              | #Genes | FDR   |
| ECM-receptor interaction             | 12     | 0.055 | Hepatocellular carcinoma            | 18     | $6.62 \times 10^{-4}$ | ECM-receptor interaction                  | 6      | 0.061 |
| Protein digestion & absorption       | 13     | 0.055 | Human papillomavirus infection      | 27     | $6.62 \times 10^{-4}$ | Transcriptional misregulation in cancer   | 8      | 0.092 |
| MAPK signaling                       | 25     | 0.066 | Focal adhesion                      | 19     | 0.0011                |                                           |        |       |
| Pathways in cancer                   | 38     | 0.066 | ECM-receptor interaction            | 12     | 0.0011                |                                           |        |       |
| Amoebiasis                           | 12     | 0.066 | MAPK signaling pathway              | 23     | 0.0019                |                                           |        |       |
| Breast cancer                        | 15     | 0.066 | Breast cancer                       | 15     | 0.0019                |                                           |        |       |
| Human papillomavirus infection       | 26     | 0.073 | Pathways in cancer                  | 34     | 0.0019                |                                           |        |       |
| Focal adhesion                       | 18     | 0.078 | Gastric cancer                      | 15     | 0.0019                |                                           |        |       |
| Nicotate and nicotinamide metabolism | 6      | 0.066 | Melanoma                            | 10     | 0.0019                |                                           |        |       |
| Melanoma                             | 9      | 0.091 | Proteoglycans in cancer             | 18     | 0.0019                |                                           |        |       |

  

| SIRT1 dependent NR ( <i>n</i> = 468) |        |        | SIRT1-independent NR ( <i>n</i> = 150) |        |       |
|--------------------------------------|--------|--------|----------------------------------------|--------|-------|
| KEGG pathway                         | #Genes | FDR    | KEGG pathway                           | #Genes | FDR   |
| Human papillomavirus infection       | 21     | 0.0043 | ECM-receptor interaction               | 5      | 0.075 |
| Hepatocellular carcinoma             | 14     | 0.0043 |                                        |        |       |
| Gastric cancer                       | 13     | 0.0043 |                                        |        |       |
| Longevity regulating pathway         | 10     | 0.091  |                                        |        |       |
| Breast cancer                        | 12     | 0.094  |                                        |        |       |
| Melanoma                             | 8      | 0.096  |                                        |        |       |
| Focal adhesion                       | 14     | 0.096  |                                        |        |       |
| Rheumatoid arthritis                 | 9      | 0.096  |                                        |        |       |
| Glioma                               | 8      | 0.096  |                                        |        |       |
| Axon guidance                        | 13     | 0.096  |                                        |        |       |

**B**

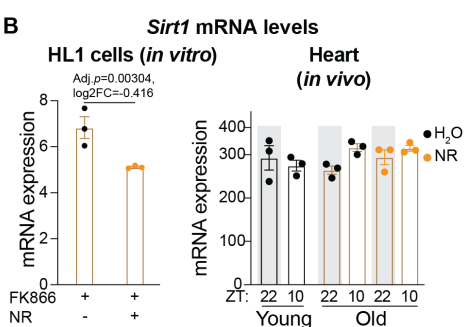

## Supplemental Fig. 4.

(A) KEGG pathway analysis on the most prominent groups of differentially expressed genes described in Figure 5B/C. The analysis was performed via the use of Enrichr<sup>2</sup>. The top row corresponds to entire DEG lists for selected groups; the bottom row subdivides the “FK866 vs FK866+NR” group according to overlap or lack thereof with the “FK866 vs FK866+NR+Ex527” group. (B) mRNA expression counts of *Sirt1* in HL1 cells with labelled treatments (left, FPKM, Adj. *p* and log<sub>2</sub>FC by DESeq2) and young, old, and old NR-treated mice (right, DESeq2 normalized counts).

## References

1. Molcan, L. Time distributed data analysis by Cosinor.Online application. *bioRxiv* 805960 (2023) doi:10.1101/805960.
2. Chen, E. Y. *et al.* Enrichr: interactive and collaborative HTML5 gene list enrichment analysis tool. *BMC Bioinform.* **14**, 128 (2013).

# Supplementary material for: NAD+ controls circadian rhythmicity during cardiac aging
**Source:** Commun Biol. 2026 Mar 11;9:476. doi: 10.1038/s42003-026-09818-1
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

## Description of Additional Supplementary Files

**File name:** Supplementary Data 1

**Description:** Mouse adult heart RNA-seq processed data and KEGG analysis.

**File name:** Supplementary Data 2

**Description:** HL-1 cell line RNA-seq processed data and KEGG analysis.

**File name:** Supplementary Data 3

**Description:** Source data for all figures, main and supplementary.

# Supplementary material for: NAD+ controls circadian rhythmicity during cardiac aging
**Source:** Commun Biol. 2026 Mar 11;9:476. doi: 10.1038/s42003-026-09818-1
**Supplement:** Supplementary file 7 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

|                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( <i>n</i> ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i> ) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give <i>P</i> values as exact values whenever suitable.</i>              |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i> ), indicating how they were calculated                                                                                                                                                          |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                  |
|-----------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | QuantStudio, cellSens, LumiCycle acquisition, NextSeq2000                                                                                                                                                        |
| Data analysis   | QuantStudio, Prism10, R-Studios, Excel, Enrichr, COSINOR, CellPose, Ilastik, Trimmomatic version 0.39, STAR 2.7.10a, Picard 3.0.0, featureCounts 2.0.4, DESeq2 version 1.36.0, LumiCycle Analysis, Image J, Fiji |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

The data that support the findings of this study are available in the main text and mRNA-seq data has been deposited in the NCBI Gene Expression Omnibus (GEO) under accession number GSE240483, linked to BioProject PPRJNA1002243.

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

|                                                                    |     |
|--------------------------------------------------------------------|-----|
| Reporting on sex and gender                                        | N/A |
| Reporting on race, ethnicity, or other socially relevant groupings | N/A |
| Population characteristics                                         | N/A |
| Recruitment                                                        | N/A |
| Ethics oversight                                                   | N/A |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                    |
|-----------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | Sample sizes were determined based on previous experimental observations and conventions derived from literature.                                                                                                                  |
| Data exclusions | One sample each was excluded from the day 2 and day 6 NADH measurements of Figure 4A in the FK866+NR groups; machine reported zero value on this specific well (technical error).                                                  |
| Replication     | Data is typically displayed as one independent experiment. In cases of repeated experiments (Figure 1F and Supplementary Figure 1), all repetitions are reported separately and clearly stated as such in figure legends and text. |
| Randomization   | Mice were selected for matching gender and age before the experiment, then randomly assigned to treatments.                                                                                                                        |
| Blinding        | All experiments and analyses were performed blinded.                                                                                                                                                                               |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Plants                                 |

### Methods

| n/a                                 | Involved in the study                           |
|-------------------------------------|-------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

|                 |                                                                                                                                                                 |
|-----------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | anti-Acetyllysine (AKL5C1) : Santa Cruz Biotechnology, sc32268, <a href="https://datasheets.scbt.com/sc-32268.pdf">https://datasheets.scbt.com/sc-32268.pdf</a> |
|-----------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------|

## Validation

Validation according to the manufacturer's website (<https://datasheets.scbt.com/sc-32268.pdf>) is displayed with both experimental data and a reference list to use in literature.

## Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

## Cell line source(s)

The HL1 cell line was originally derived from atrial tumors of an adult C57BL6/J female mouse. The cells used in this experiments were obtained as a commercial product from Sigma Aldrich (SCC065) and maintained/expanded within the lab. Primary neonatal and adult cardiomyocytes were directly collected from PER2::Luc animals.

## Authentication

All cells/protocols were previously authenticated by qPCR for marker gene expression. PER2::Luc animals were re-genotyped prior to cell collection.

## Mycoplasma contamination

All cells/cell lines were tested and reported negative for mycoplasma contamination.

Commonly misidentified lines  
(See [ICLAC](#) register)

*Name any commonly misidentified cell lines used in the study and provide a rationale for their use.*

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

## Laboratory animals

All animals used were species *mus musculus*, cross of C57BL6/J and C57BL6/N strains. Adult mice were all female, used at either 2-3 or 12-15 months of age. Neonates were used to collect cardiomyocytes 0-3 days after birth.

## Wild animals

The study did not involve wild animals.

## Reporting on sex

All experiments reported here were performed in female mice only. Female mice were purposefully selected prior to the experiment based on previous data that the response to the treatment strategy was greater than in male mice. All text and discussion clarifies that the conclusions are drawn from female mice alone.

## Field-collected samples

The study not include samples obtained from the field.

## Ethics oversight

All animal care and use procedures followed the guidelines of the Institutional Animal Care and Use Committee (IACUC) of the University of Pennsylvania and by the responsible Committee for Animal Rights Protection of the State of Hessen (Regierungspraesidium Darmstadt, Wilhelminenstr. 1-3, 64283 Darmstadt, Germany) with project number B2-2018.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Plants

## Seed stocks

*Report on the source of all seed stocks or other plant material used. If applicable, state the seed stock centre and catalogue number. If plant specimens were collected from the field, describe the collection location, date and sampling procedures.*

## Novel plant genotypes

*Describe the methods by which all novel plant genotypes were produced. This includes those generated by transgenic approaches, gene editing, chemical/radiation-based mutagenesis and hybridization. For transgenic lines, describe the transformation method, the number of independent lines analyzed and the generation upon which experiments were performed. For gene-edited lines, describe the editor used, the endogenous sequence targeted for editing, the targeting guide RNA sequence (if applicable) and how the editor was applied.*

## Authentication

*Describe any authentication procedures for each seed stock used or novel genotype generated. Describe any experiments used to assess the effect of a mutation and, where applicable, how potential secondary effects (e.g. second site T-DNA insertions, mosaicism, off-target gene editing) were examined.*

How the deposited data were processed for this re-analysis (not part of the article)

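RNA was sequenced from 18 hearts of female mice and from 12 cultures of HL-1 cells, with 3 libraries in each group. The hearts came from young mice (8 weeks), from old mice without NR (1 year) and from old mice given NR at 3 g/l in the drinking water for 10 months, each at ZT10 and ZT22. The HL-1 cells were untreated or were treated with FK866, with FK866 and NR, or with FK866, NR and Ex527.

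For the hearts, the authors deposited a table of counts per gene and a table of normalized counts, a score for which the authors divided the counts of each library by a size factor and rounded them. The table labeled as normalized holds the counts, and the table labeled as raw holds the normalized counts. In the table used here as counts, the library totals run from 3922137 to 7562215 and DESeq2's size factors from 0.68 to 1.445. In the other table, the totals run from 5228575 to 5767293 and the size factors from 1.005 to 1.008. In that table, 7 libraries lack some whole number from 1 to 20 among their values, as division and rounding leave gaps, and 0 libraries of the count table do. For the HL-1 cells, the authors deposited counts per gene without normalization and FPKM values. The FPKM values were checked against the counts, and their ratio to the counts per gene length and library total lay between 0.968 and 1.014. Only the counts were used for tests.

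The hearts had a median of 5534659 counts per library (from 3922137 to 7562215) and the HL-1 libraries a median of 25529294 (from 21337922 to 35000109). At these depths a gene with an average count near the minimum of 5 in hearts has too few reads for a change to be called unless it is large.

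Genes were identified by Ensembl ID, and 20737 of the 20764 heart genes and 54495 of the 54532 HL-1 genes were found in GENCODE M21, which is on the same GRCm38 (mm10) assembly that the paper names for the hearts. The paper names no assembly for the HL-1 libraries, for which the coordinates given are those of the Ensembl IDs in GRCm38.

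Tests were made with edgeR 4.0.16 (with limma 3.58.1) in R 4.3.3, with TMM normalization and the quasi-likelihood F-test, which is two-sided. All 18 hearts were fitted together with 1 mean per group, and so were the 12 HL-1 libraries. In hearts, genes with an average count over 5 were tested (15443) and called at an adjusted p-value under 0.05 (Benjamini-Hochberg). In HL-1 cells, genes that passed filterByExpr were tested (14760) and called at an adjusted p-value under 0.01 and an absolute log2 fold change over 0.58496. The comparisons were ZT10 against ZT22 within each group of mice, the age by time and NR by time interactions, old H2O against young and old NR against old H2O hearts at each time, the mean NR effect over both times, and in HL-1 cells each treatment against its control. Normalized counts given as mean and SD are TMM-normalized counts. Exact two-sided permutation tests were made for Nppa and Nppb.

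The groups, comparisons, thresholds, named genes and all alternatives but 1 were set before the data were examined. The genes named are every gene the paper names or shows by name in Fig. 1E, 2B, 2H, 3A, 3C and Supplementary Fig. 4B, marker genes of other tissues, and for each comparison the 3 genes with the largest change in each direction among those called with an average count of at least 50, whose groups do not overlap where 2 groups are compared. By chance 10% of genes have groups of 3 that do not overlap. The marker lists were for atrium, thymus, red blood cells, adipose tissue, plasma and B cells, skeletal muscle and lung, and lists for fibroblasts, macrophages and endothelial cells were added after the genes with the largest changes had been seen.

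The alternatives were the Wald test of DESeq2 1.42.0 on all libraries, DESeq2's size factors in the edgeR fit, no filter on low counts, filterByExpr in hearts and an average count over 5 in HL-1 cells, a fit of only the groups compared, DESeq2 on only the groups compared, the replicate number as a block, relaxed calls in the second group of a class, and leaving out each library in turn. A covariate of log2 library size was added after the data had been seen. The fits were tested on simulated data with 200 changed genes of log2 fold change 1, of which edgeR recovered 197 in hearts, 182 as an interaction and 189 in HL-1 cells, with 16, 12 and 1 false calls. Enrichment in KEGG pathways was not tested, because no table held carries the KEGG terms of all genes, and the paper's lists of pathway members were looked up instead.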

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

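Of the tests in this part, those of library size as a covariate and of single hearts for the endoplasmic reticulum genes were chosen only after the result was seen. So were those of the slope with Ex527 and of no response with Ex527. The slope of changes in the genes called in young hearts only was also set against a larger spread after the result was seen, which it could not test. The others were written down before.

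The change between ZT10 and ZT22 differed between young and old H2O hearts for 1064 genes in edgeR's test of the difference itself, and it is raised because the groups differ in that test. Of 100 splits that permute the age labels within each time, drawn from 200, 2 gave as many genes, the real split included, and the most that another split gave was 1824. That other split exchanges young and old H2O hearts at ZT22, which turns the mean effect of age into an interaction, so it is no chance split. The old libraries were not shallower as a group, with median totals of 4987058 at ZT10 and 6122256 at ZT22 in old H2O hearts against 5122703 and 5402311 in young hearts, so lower depth has no basis in the totals. With every heart thinned to 3922137 counts, the lowest total of all, a median of 1877 genes was called in young hearts and 523 in old H2O hearts over 5 runs. The spread between mice was similar, with a common biological coefficient of variation of 0.066 in young and 0.0727 in old H2O hearts. In 20 simulations in which both ages had equal changes, at most 2 interactions were called. The slope of the old on the young changes in the genes called in young hearts only was between 0.33 and 0.43, against 0.02 in the data. That difference argues against a threshold effect. The runs gave both ages the same spread, so they cannot test whether a larger spread in old hearts hides equal changes. They called 999 to 1113 genes in young and 1059 to 1165 in old H2O hearts, against 2219 and 649 in the data. With log2 library size as a covariate, 816 genes were called in old H2O and 2746 in young hearts, which argues against saturation with depth as the whole cause. The biological explanation that the design gives is age, and these values are consistent with it (slope 0.02). Whether young and old hearts were collected or sequenced apart stays open, because the labels give no batches.

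The change between the times differed between old NR and old H2O hearts for 53 genes, and it is raised because the groups differ in edgeR's test of the interaction. Of 100 splits, 1 gave as many genes, the real one, and the most that another split gave was 52. That split exchanges old NR and old H2O hearts at ZT22, so it holds the mean effect of NR and not chance. The covariate of library size gave 96 genes, and the count without 1 heart ranged from 15 to 78. The biological explanation in the design is NR. The number of genes stays uncertain, since it depends on single hearts.

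Of the 21 genes that the paper lists under protein processing in endoplasmic reticulum, 19 had an age by time interaction, and they are raised because the ages differ in that test. Their median log2 fold change between ZT10 and ZT22 was -0.63 in young, 0.08 in old H2O and 0.11 in old NR hearts. Old H2O hearts were 0.23 higher than young at ZT10 and -0.39 against young at ZT22 in the median, and 0 of the 21 had an NR by time interaction. With log2 library size as a covariate, 20 were called, which argues against a difference in depth. Without young replicate 2 at ZT10, 11 were called, the fewest of the 12 fits, so no single heart makes the pattern. The genes come from a list that the study made of genes called in these young hearts, which raises their changes there. Age is the biological explanation in the design, and a difference in handling of the young hearts at ZT22 stays open.

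Of the 4 markers of atrial tissue, 3 were called lower with NR at ZT10 (Myl7, Sln, Myl4 and Bmp10 were tested), and they are raised as a signal in genes that the paper does not discuss. Their median log2 fold change was -2.33 (from -3.54 to -1.80) at ZT10 and 0.00 (from -3.11 to 0.07) at ZT22, where 0 were called (0 at an unadjusted p-value under 0.05). Sln had -2.69 (adjusted p = 0.0286, edgeR) and lost its call in 5 of the 6 fits without 1 heart (from -2.82 to -2.46). The normalized count of Bmp10 ranged from 1.02 to 1788 between hearts. An atrial score was taken as the mean of Myl7, Sln and Myl4 on the log2 scale, without Bmp10. Across the 18 hearts, the score correlated within groups with Nppa (r = 0.76, exact permutation p = 0.0141 over 46656 arrangements, p = 0.0282 adjusted by Benjamini-Hochberg over 2 relations, rho = 0.82). It correlated less with Nppb (r = 0.44, exact permutation p = 0.273, rho = 0.42), all two-sided. Without the 2 hearts farthest out, r was 0.55 and 0.25. With the atrial score as a covariate, the log2 fold change of Nppa with NR went from -0.90 to -0.11 (standard error 0.21) at ZT10 and from -0.14 to -0.20 (standard error 0.14) at ZT22, and that of Nppb from -0.19 to 0.16 (standard error 0.30) at ZT10 and from -0.47 to -0.53 (standard error 0.20) at ZT22. The score therefore did not account for the lower Nppb at ZT22, a change that edgeR did not call without the score (adjusted p = 0.378). These values are consistent with a different share of atrial tissue in the old NR hearts at ZT10 as a technical explanation of the Nppa result (r = 0.76), and for Nppb the tests cannot tell (r = 0.44), since edgeR called no change of Nppb at either time that could be set against the markers. An effect of NR on atrial genes themselves, the biological explanation in the design, stays open, since the share of atrium was not measured.

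Between FK866 + NR + Ex527 and FK866 + NR cells, 88 genes were called, and they are raised as a signal in a comparison that the paper does not report. Of the 10 splits of these 6 libraries, 1 gave as many genes, the real one. In 20 simulations in which the response to NR was equal with and without Ex527, at most 1 gene was called in this comparison, at most 36.8% of the NR response genes were lost against 79.6% in the data, and the slope in the lost genes was between 0.61 and 0.69 against 0.43. These values argue against a pure threshold effect. Both comparisons use the FK866 libraries, so 20 simulations with no response with Ex527 were made, in which the slope in the lost genes was between 0.06 and 0.14 and 62.4% to 66.9% of them had the same sign, against 97.3% in the data. These runs took the observed changes as true and called 1072 to 1160 NR response genes, against 710 in the data. Stronger effects can lower the slope and the share of equal signs. The runs therefore argue only weakly against no response with Ex527 in the genes as a set. A slope of 0.43 could come from a response that is smaller with Ex527. In how many genes the response is absent stays open. Ex527 is the biological explanation in the design. Whether it acts through SIRT1 was not tested, because the design has no second inhibitor and no cells with Ex527 alone.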

How the results depend on the processing

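Most results kept their direction and their side of the threshold. Of the 151 combinations of a named gene and a comparison, 140 were the same with the DESeq2 Wald test (9 weaker, 1 stronger, 1 reversed), 149 with DESeq2's size factors (2 weaker), 149 without a filter (1 weaker, 1 stronger), 130 in a fit of only the groups compared (19 weaker, 2 stronger) and 134 with DESeq2 on only the groups compared (15 weaker, 2 stronger). With filterByExpr in hearts 115 of 116 were the same (1 weaker), with an average count over 5 in HL-1 cells 27 of 35 (8 weaker), and with the covariate of library size, chosen after seeing the data, 112 of 116 (2 stronger, 2 reversed). Across the fits without 1 library, 862 of 1062 were the same (172 weaker, 6 stronger, 22 reversed). The cause was not tested for any change given here.

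With edgeR on only the groups compared, age gave 1486 genes at ZT10 and 1170 at ZT22, NR 226 at ZT10 and 2 at ZT22, and FK866 + NR against untreated 208, with 13 FK866 genes still different. With DESeq2 on only the groups compared, young hearts gave 1221, old H2O 293, old NR 446, the age by time interaction 635, age at ZT22 619, NR 110 at ZT10 and 26 at ZT22, and FK866 + NR against untreated 264. The classes were then 139 shared, 1082 young only and 154 old only. Of the shared genes 84 were kept and 55 lost with NR, of the young only 110 and 972, with 92 in the same and 18 in the opposite direction, of the old only 49 and 105, and 203 were diurnal in old NR alone, with 2 NAD genes called. The DESeq2 Wald test gave 294 genes for FK866 + NR against untreated and 39 FK866 genes still different. Without a filter, FK866 + NR gave 764 against untreated and 1166 against FK866, Ex527 against FK866 + NR 488, 62 FK866 genes were still different and 979 NR response genes were lost with Ex527. The share higher then went from 58% to 72.7% for FK866 + NR against FK866 and from 35.2% to 9.84% for Ex527 against FK866 + NR. With an average count over 5, FK866 + NR against untreated gave 0 genes, with 0 FK866 genes still different. With the covariate, the NR by time interaction gave 96, age at ZT10 1423, NR 78 at ZT10, 155 at ZT22 and 144 over both times, and 339 young-only genes were diurnal with NR, 244 in the same and 95 in the opposite direction. With the relaxed calls, 482 genes were diurnal at both ages, 582 young-only genes in old NR hearts, 413 FK866 genes were no longer different with NR and 265 were, and 146 NR response genes were lost with Ex527 and 564 kept.

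Replicate numbers do not pair the samples. The deviations of libraries with the same number correlated from -0.10 to 0.16 in hearts (45 pairs, median 0.02, 5 over 0.1) and from -0.29 to 0.14 in HL-1 cells (18 pairs, median 0.01, 3 over 0.1). With the replicate block, 137 of the 151 combinations were the same, NR gave 70 genes at ZT10, 86 at ZT22 and 88 over both times, and FK866 + NR against untreated gave 8, with 2 FK866 genes still different.

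Reversed values were all small. Per2 had an NR by time interaction of -0.01 with the DESeq2 Wald test and -0.02 with the covariate, and Pde7a in young hearts had 0 with the block and with the covariate. Without 1 heart, the values ranged from -0.38 to 0.10 for Nppa with NR at ZT22, -0.06 to 0.18 for Per2 and -0.04 to 0.26 for Dbp in the NR by time interaction, -0.23 to 0.12 for Nmrk2 with age at ZT22, -0.09 to 0.05 for Nmnat3 with age at ZT10, -0.01 to 0.24 for Kcnn2 in old NR hearts, -0.11 to 0.15 for Pde7a in young and -0.07 to 0.14 in old NR hearts, -0.04 to 0.17 for Ppia in old H2O and -0.08 to 0.11 in old NR hearts, and -0.04 to 0.03 for Sirt1 with NR at ZT10. Sirt1 between the cells with and without Ex527 ranged from -0.11 to 0.08.

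Leaving out 1 library at a time, the counts ranged from 1484 to 2108 in young, 349 to 746 in old H2O and 455 to 875 in old NR hearts. The interactions ranged from 722 to 1248 for age and 15 to 78 for NR, age from 478 to 614 at ZT10 and 1321 to 2007 at ZT22, and NR from 0 to 22 at ZT10, 2 to 78 at ZT22 and 22 to 66 over both times. The classes ranged from 180 to 303 shared, 1239 to 2089 young only and 167 to 453 old only. With NR, they ranged from 110 to 161 shared and kept, 68 to 159 shared and lost, 114 to 254 and 1065 to 1842 young only with and without a diurnal change, 53 to 137 and 110 to 340 old only with and without, 162 to 476 in old NR alone, and 91 to 192 in the same and 16 to 65 in the opposite direction. Core clock genes called ranged from 16 to 17 and NAD genes from 4 to 7. In HL-1 cells, FK866 ranged from 537 to 778, FK866 + NR from 523 to 944 against FK866 and 0 to 427 against untreated, Ex527 from 112 to 291 against FK866 and 51 to 82 against FK866 + NR. The FK866 genes ranged from 537 to 706 no longer and 0 to 72 still different, and the NR response genes from 413 to 710 lost and 93 to 234 kept.

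Other splits of 3 against 3 libraries were counted for each comparison, and 10 splits are too few to exclude chance. Of the 10 splits, 1 gave as many genes, the real one, for ZT10 against ZT22 in young, old H2O and old NR hearts, for age at ZT10 and at ZT22, for NR at ZT10, and for each HL-1 comparison. For NR at ZT22, 2 of the 10 splits gave as many, the other with 129 genes. That split sets old H2O replicates 1 and 2 and old NR replicate 1, with 3922137, 6122256 and 4364594 counts, against the 3 hearts with 7562215, 7321880 and 7020472. For NR over both times, 4 of the 100 splits gave as many, and the most that another split gave was 301. That split mixes old NR replicate 1 with old H2O replicates 1 and 2 at ZT22 in the same way. The KEGG enrichment and its alternative background were not run, and the depth of the hearts limits which genes of low expression can be called.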

Differences from the paper's values

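The paper's counts of diurnal genes in hearts are lower than those here. The paper gives 1231 genes in young and 302 in old hearts, against 2219 and 649 here. Of these, the paper has 142 at both ages, 1089 in young only and 160 in old only, against 278, 1941 and 371 here. With NR, the paper has 86 of the shared genes diurnal and 56 not, against 149 and 129 here. Of the young-only genes, the paper has 110 diurnal with NR and 979 not, against 203 and 1738 here, and of the former 92 in the same and 18 in the opposite direction, against 154 and 49 here. The paper has 111 of the old-only genes not diurnal with NR, against 280 here, and 213 genes diurnal with NR alone, against 386 here. For old-only genes that are diurnal with NR, the paper's value is about 49 in Fig. 3B, read by eye, against 91 here. For FK866 + NR against untreated cells, the paper's value is about 260 genes in Fig. 5B, read by eye, against 133 here.

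DESeq2 on only the groups compared, an alternative set before the data were examined, brings each of these counts within 1.5 times the paper's: 1221 and 293 genes in young and old H2O hearts, 139 shared, 1082 young only, 154 old only, 84 and 55 of the shared, 110 and 972 of the young only, 92 and 18 by direction, 105 of the old only not diurnal with NR and 49 diurnal with NR, 203 with NR alone, and 264 for FK866 + NR against untreated cells. The DESeq2 Wald test on all 18 hearts does so for young hearts (1705), young only (1486), shared and diurnal with NR (124), young only and not diurnal with NR (1331) or diurnal with NR (155), the same direction (122), NR alone (269) and FK866 + NR against untreated cells (294), and not for the others. The relaxed call in old NR hearts does so for young-only genes not diurnal with NR (1359). The edgeR fit of only the groups compared does so for FK866 + NR against untreated cells (208) and for no count in hearts. DESeq2's size factors, no filter on low counts, filterByExpr in hearts, an average count over 5 in HL-1 cells and the replicate block do so for none.

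The paper states that Anp and Bnp are significantly lower with NR. With the settings used at the claims, neither Nppa nor Nppb was called by edgeR at a single time or over both times. The exact permutation tests over both times gave p = 0.03 for Nppa and p = 0.04 for Nppb (two-sided). At ZT10 the counts of Nppb before normalization were as high in old NR as in old H2O hearts, so depth may contribute to its result. Nppa at ZT10 was called by the DESeq2 Wald test (adjusted p = 0.01), by edgeR without a filter on low counts (0.0371), with only the groups compared (6.47e-05) and with the replicate block (0.0318), and by DESeq2 on only the groups compared (1.11e-07). Over both times it was called by DESeq2 on only the groups compared (-0.53, adjusted p = 0.022) and by edgeR without old H2O replicate 3 at ZT22 (-0.64, adjusted p = 0.0354). No setting called Nppb.

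For age, the paper describes mild effects on the transcripts of core clock factors and no significant change of the core clock at that level. Here 11 of the 18 core clock genes had an age by time interaction in edgeR's test. For genes of NAD metabolism, the paper states that they are globally unaffected and marks Nmrk2 and Nt5c1a in Fig. 2B, whereas 6 genes were called here, and DESeq2 on only the groups compared called these 2 (Nmrk2 at ZT10 with -0.76, adjusted p = 0.000289, and Nt5c1a at ZT22 with 0.65, adjusted p = 0.0215).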

Other observations

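Of the tests in this part, those of the shared old H2O libraries, of the share of non-myocyte cells, of duplicate removal, of single HL-1 libraries and of the FK866 libraries left out were chosen only after the result was seen.

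With NR over both times, 52 genes were called, 45 of them lower. Among them were C4b (-0.89, standard error 0.09, adjusted p = 7.27e-05, edgeR), Siglec1 (-0.79, standard error 0.13, adjusted p = 0.00582, edgeR) and Col3a1 (-0.52, standard error 0.08, adjusted p = 0.00298, edgeR). Of 8 macrophage markers, 3 were called lower with NR over both times (median -0.29, from -0.41 to -0.24) and 6 were called higher with age at ZT22 (median 0.39). Of 8 fibroblast markers, 4 were called with NR (median -0.29), while with age at ZT22 4 were called and they went both ways (median 0.05, from -0.53 to 0.52, 3 lower and 5 higher). Endothelial markers had a median of -0.07 with NR (lowest -0.11), with 0 of 8 called (1 at an unadjusted p-value under 0.05), which argues against a higher share of myocytes as the cause, since that would lower all non-myocyte markers alike. Opposite effects of age and NR could come from the old H2O hearts that both comparisons use. Across genes, the age effect at ZT22 and the NR effect at ZT10, which share no library, had a correlation of -0.01, and the reverse pairing 0.01, against -0.44 at ZT10 and -0.30 at ZT22 with the shared hearts, so over all genes the test cannot tell, and it stays open for the matrix genes, whose markers went both ways with age. For the macrophage markers, the mean over the 8 genes per heart differed by 0.47 (standard error 0.09) with age at ZT22 and by -0.21 (standard error 0.06) with NR at ZT10, and by 0.26 (standard error 0.06) with age at ZT10 and -0.41 (standard error 0.05) with NR at ZT22. The comparisons of each pair share no heart, which argues against the shared hearts as the cause for these genes. That list was written after the genes with the largest changes had been seen. NR is the biological explanation in the design, and fewer macrophages or less expression in them stays open.

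The other marker lists, with NR over both times, gave medians of -0.13 for red blood cells (5 genes), -0.21 for adipose tissue (4 of 6 tested), -0.03 for plasma and B cells (4) and -0.32 for thymus (1 of 6 tested), with 0 genes called in any of them and 0, 0, 0 and 0 at an unadjusted p-value under 0.05. None of the 4 skeletal muscle and 3 lung markers was expressed enough to be tested.

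Counts of abundant genes rose less than in proportion to library size across the hearts, with a median slope of 0.59 in the genes with the most counts per base of exon against 1.34 in those with the fewest. The densest heart gene had 1.77 counts per base, and 68 genes were over 1, against 333 and 2062 genes in HL-1 cells. The slope of 0.59 is consistent with the removal of duplicates from single-end reads, which limits a gene to about 1 read per position. No biological explanation was tested.

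Nnt, which is truncated in C57BL/6J mice, was examined because the mice were of a mixed background. The largest ratio of 2 hearts of the same group was 1.45, at the 7.7 percentile of 844 genes of like expression (median 1.81). The annotation has a second Nnt gene (ENSMUSG00000116207) at the same place, and reads shared between genes were left out of the counts. The mean count of 40.06 may therefore hold only part of the reads. The ratio thus cannot exclude a strain difference in Nnt between hearts of a group. No biological explanation was tested.

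FK866 + NR against untreated cells gave 133 genes, and FK866 + NR replicate 1 had counts in 22167 genes against 20189 and 20192 in the other libraries of its group. Without it, 0 genes were called, and the same held without any 1 of 4 other libraries, so the test cannot tell whether this library is the cause. The treatment is the biological explanation in the design. Of the 133 genes, 109 were outside the 678 FK866 genes. The 145 genes called both with and without Ex527 against the same FK866 libraries cannot be set against simulations of unchanged groups, which give no calls to share. When NR response genes were called against 2 FK866 libraries (516 to 942 genes) and their change with Ex527 was taken against the FK866 library left out, so that no library was shared, between 75.5% and 95.5% of them had the same sign over the 9 pairings, with a median of 0.20 to 0.58 in the direction of NR. These values argue against chance values of single FK866 libraries as the cause, while a deviation that all 3 FK866 libraries have in common stays open.

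Nppb rose at night in young hearts (-1.44 between ZT10 and ZT22, standard error 0.22, adjusted p = 8.01e-05, edgeR) and differed by age at ZT10 (1.13, adjusted p = 0.0032, edgeR), with an age by time interaction of 1.53 (standard error 0.29, adjusted p = 0.00309, edgeR).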
